# *Stella* Regulates the Development of Female Germline Stem Cells by Modulating Chromatin Structure and DNA Methylation

**DOI:** 10.7150/ijbs.69240

**Published:** 2022-04-18

**Authors:** Changliang Hou, Xinyan Zhao, Geng G. Tian, Ji Wu

**Keywords:** *Stella*, female germline stem cells, epigenomics, chromatin structure, DNA methylation

## Abstract

Female germline stem cells (FGSCs) have the ability to self-renew and differentiate into oocytes. *Stella*, encoded by a maternal effect gene, plays an important role in oogenesis and early embryonic development. However, its function in FGSCs remains unclear. In this study, we showed that CRISPR/Cas9-mediated knockout of *Stella* promoted FGSC proliferation and reduced the level of genome-wide DNA methylation of FGSCs. Conversely, *Stella* overexpression led to the opposite results, and enhanced FGSC differentiation. We also performed an integrative analysis of chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq), high-throughput genome-wide chromosome conformation capture (Hi-C), and use of our published epigenetic data. Results indicated that the binding sites of STELLA and active histones H3K4me3 and H3K27ac were enriched near the TAD boundaries. Hi-C analysis showed that *Stella* overexpression attenuated the interaction within TADs, and interestingly enhanced the TAD boundary strength in STELLA-associated regions. Taking these findings together, our study not only reveals the role of *Stella* in regulating DNA methylation and chromatin structure, but also provides a better understanding of FGSC development.

## Introduction

In recent years, the incidence of infertility has gradually increased, becoming a global health problem 1. A drastic decline in the number of oocytes and poor oocyte quality are the main causes of female infertility. As a type of germline stem cell, female germline stem cells (FGSCs) possess the capacity for self-renewal and differentiation into oocytes 2-4. Moreover, our previous research showed that FGSCs were a type of germ cells between primordial germ cells (PGCs) and germinal vesicle (GV) oocytes 5, which were genetically close to PGCs, but had its unique molecular characteristics. Recent studies have revealed the mechanisms by which FGSC proliferation, differentiation, and apoptosis are regulated 2, 6-8. Ma et al. revealed that the PI3K-AKT pathway is important for FGSC maintenance 5. *Etv5*, *Foxo1*, and *Akt* were also shown to positively regulate FGSC self-renewal 9. In addition, Zou et al. evaluated different differentiation conditions of mouse FGSCs *in vitro*, and successfully differentiated FGSCs into GV oocytes 8. In mammals, genome-wide epigenetic reprogramming occurs in the early germline to erase parental epigenetic memories and promote germ cell differentiation 10, 11. Our previous study found that DNA methylation is involved in the unipotency of FGSCs and maintains their sexual identity 12. Zhao et al. showed that *Usp7* regulates the self-renewal and differentiation of FGSCs through DNA methylation 13. In addition, long noncoding RNA 14, 15, Circular RNA 16, and m6A modification 17 have been reported to participate in the epigenetic regulation of FGSCs development. These findings lay the foundation for further research on the mechanism of FGSC development.

*Stella* (also known as Dppa3 or PCG7) is a small protein composed of 150 amino acids, which is predominantly expressed in germ cells, early embryos, and pluripotent cells 18, 19. Accumulating evidence has indicated that *Stella* plays a significant role in mouse oocytes and early embryonic development. Liu et al. showed that *Stella* deficiency dramatically inhibits oocytes from the non-surrounded nucleolus (NSN) stage to the surrounded nucleolus (SN) stage 20. Embryos derived from *Stella*-deficient oocytes were also found to be arrested at the four-cell stage and fail to produce offspring 19, 21. In addition to its role in mouse oocytes and embryos, *Stella* also affects the differentiation of human embryonic stem cells 22 and tumor cells 23. Recent studies in our laboratory have shown that, after overexpressing *Stella*, *H19*, and *Zfp57,* and knockdown of *Plzf* in spermatogonial stem cells (SSCs), SSCs could be converted into induction of germline stem cells, which had similar morphology, DNA methylation pattern, and 3D chromatin structure as FGSCs 9. This finding suggests *Stella* is an important maternal-origin gene. However, to the best of our knowledge, no reports have been published about the possible role of *Stella* in FGSC development.

Several studies have shown that *Stella* protects DNA methylation status in the maternal pronucleus 24, 25. Bian and Yu demonstrated that a lack of *Stella* induces the loss of DNA methylation at imprinting loci 26. In addition, Singer et al. showed that *Stella* regulates pluripotency by maintaining the hypomethylated state of DNA in pluripotent stem cells 27. Additionally, *Stella* deficiency also impacts on heterochromatin-related factors HP1β. In *Stella*-null GV oocytes, pericentric heterochromatin HP1β was found to have lower staining intensity, and repressive histone marks H3K9me3 and H3K27me3 were more sparsely distributed 20. Moreover, chromocenter formation and major satellite RNA were impaired in *Stella*-deficient embryos 28. Both HP1β and major satellite RNA are reported to play roles in three-dimensional (3D) chromatin organization 29-31.

Recently, high-throughput genome-wide chromosome conformation capture (Hi-C) technology, which was developed from chromosome conformation capture (3C), has been used to visualize 3D chromatin organization at an unprecedentedly high resolution 32, 33. Hi-C studies have revealed that eukaryotic genomes are spatially organized into A/B-type compartments, topologically associated domains (TADs), and a chromatin loop 34, 35. The 3D chromatin structure is believed to regulate gene expression by establishing loops between enhancers and promoters 36. However, whether *Stella* plays a role in 3D chromatin organization remains unclear. In this study, we carried out an integrative analysis of chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq), high-throughput genome-wide chromosome conformation capture (Hi-C), and the use of DNA methylation and RNA-seq data. Our results demonstrate that *Stella* regulates both DNA methylation and higher-order chromatin structure, accompanied by changes in gene expression.

## Materials and methods

### Culture of female germline stem cells

FGSCs were cultured in accordance with our previously published reports 2, 37. In brief, dissected muse ovarian tissues was digested by trypsin and collagenase Ⅳ respectively, and then further purified by magnetic beads coupled with MVH antibody. The purified FGSCs were cultured on mitomycin C-treated (10 μg/ml, Sigma) mitotically inactivated mouse STO cell feeders in 48-well plates at 37℃ with 5% CO_2_. They were passaged every 3-4 days at a ratio of 1:4 and the medium was replaced every 2 days.

### Generation of* Stella*-overexpressing FGSC lines

*Stella*-overexpressing FGSC lines were generated as previously described 9. Briefly, gene coding sequences were amplified and cloned into the multiple cloning site of lentivirus overexpression vectors. Lentivirus packaging was performed by OBiO Technology Co., Ltd. (Shanghai, China). When the FGSCs had grown to approximately 50% confluence, they were infected with lentivirus at an MOI of 60. At 24 h post-infection, the medium was replaced with fresh medium. Puromycin (1 μg/mL) was added to obtain stable FGSC lines. Empty lentiviral vector was used as a negative control.

### Generation of *Stella*-knockout FGSC lines

To generate CRISPR knockout cells, two different pairs of sgRNAs targeting *Stella* were designed 38. The sgRNAs were cloned into the pLenti-U6-spgRNA v2.0 vector. Lentivirus packaging and infection were conducted as described above. Subsequently, lentivirus-infected cells were isolated, serially diluted, and plated into 96-well plates. Single-cell clones were expanded and the genotype of each clone was verified using PCR and Sanger sequencing. The sequences of the sgRNAs used in this study are listed in Table S1.

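Both sgRNAs were located on the mm9 genome by an exact search for the sequence followed by an NGG motif. *Stella* (listed as Dppa3) lies on the plus strand of chromosome 6 from 122576428 to 122580290, in 4 exons. sgRNA-1, TGCGGTTCCGTAGACTGCGC, had 1 exact match, on the minus strand of chromosome 6 from 122578671 to 122578693, its CGG motif included. sgRNA-2, AAGGGTCCGCACTTTGTTGT, had 1 exact match, on the plus strand from 122578764 to 122578786, also followed by CGG. Both sites lie in the second coding exon, which covers 233 bases from 122578595 to 122578827. Cleavage 3 bases from each motif would fall after 122578676 for sgRNA-1 and after 122578780 for sgRNA-2, positions 104 bases apart. On the plus strand the reference around the sgRNA-1 site reads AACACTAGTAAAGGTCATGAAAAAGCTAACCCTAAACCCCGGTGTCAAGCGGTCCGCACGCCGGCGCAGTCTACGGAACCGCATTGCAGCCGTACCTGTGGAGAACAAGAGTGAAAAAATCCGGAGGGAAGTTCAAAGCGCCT, and around the sgRNA-2 site it reads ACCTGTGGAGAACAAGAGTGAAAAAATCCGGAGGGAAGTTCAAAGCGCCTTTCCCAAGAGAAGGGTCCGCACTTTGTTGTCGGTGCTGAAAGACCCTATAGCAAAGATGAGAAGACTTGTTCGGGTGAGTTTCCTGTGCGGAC.

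**Figure D1:**
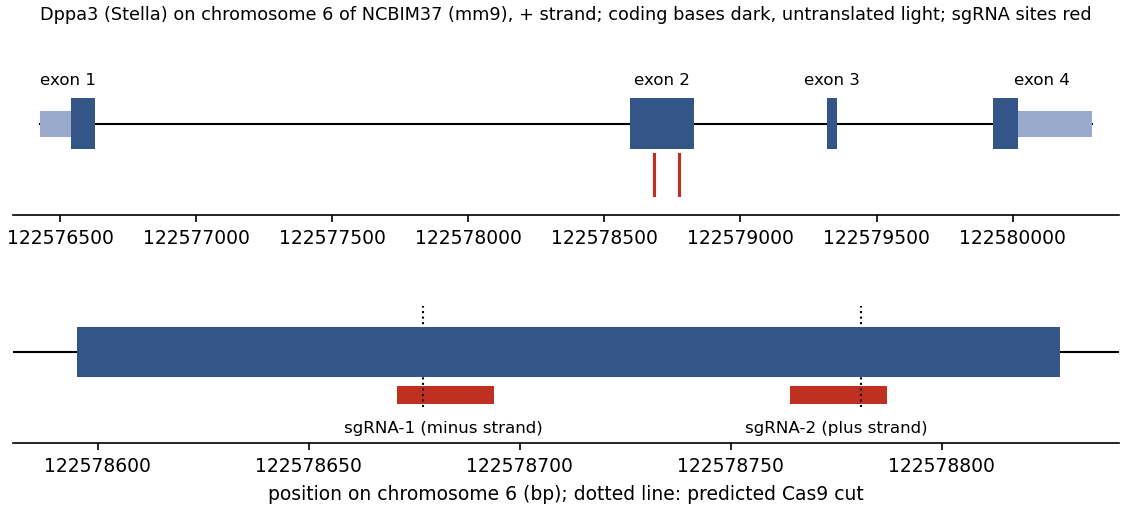
Map of *Stella* on chromosome 6 of mm9, drawn to scale with position in bases on the x axis. Boxes are exons, with coding sequence dark and tall and untranslated sequence light, and sgRNA sites are red. The lower panel enlarges the second coding exon, where dotted lines mark the cleavage positions, 104 bases apart.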

### Off-target analysis

Off-target sites were predicted by an online design tool (http://crispr.mit.edu/). The PCR products containing off-target sites were confirmed by T7E1 enzyme digestion and Sanger sequencing 39. Primers for off-target sites are listed in Table S2.

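The 10 predicted off-target sequences each had 1 exact match in mm9. 4 of the 10 lie in introns of protein-coding genes. These are a site on chromosome 2 from 166810596 to 166810618 in *Stau1*, one on chromosome 12 from 54233886 to 54233908 in *Akap6*, one on chromosome 12 from 87300296 to 87300318 in *Ttll5* and one on chromosome 12 from 100474557 to 100474579 in *Foxn3*. A further site, on chromosome 15 from 38801623 to 38801645, lies in an intron of the long noncoding RNA Gm17265. The other 5 lie between genes, the closest to a gene being a site on chromosome 15 from 78093842 to 78093864, 832 bases from *Ncf4*.

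In the RNA-seq counts of the knockout line, *Akap6* was at 20.1 ± 0.675 CPM (counts scaled to a common library total; SD, n = 3) against 15.35 ± 1.06 in its control, a log2 fold change of 0.39 (standard error 0.12, adjusted p = 0.0453 from edgeR's quasi-likelihood test), and did not pass against the control of the overexpressing line, a choice made after seeing the data. In the overexpressing line, which received no sgRNA, its log2 fold change was -0.50 (adjusted p = 0.0821). *Foxn3* had a log2 fold change of -0.11 in the knockout (adjusted p = 0.362), and against the control of the overexpressing line it was higher, with an adjusted p under 0.05. *Stau1* and *Ttll5* had at most 3 counts in a library and were not tested.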

### Cell viability assay

Cell viability assay was performed using the CCK-8 kit (Beyotime, Shanghai, China). In accordance with the manufacturer's protocol, FGSCs were seeded into 96-well plates at a density of 4 × 10^3^ cells per well. After incubation for 24 h, 20 µL of CCK-8 reagent was added into each well and incubated for 2 h. Optical density at 450 nm was measured on a microplate reader.

### Cell proliferation assay

Cell proliferation rate was analyzed using the EdU Apollo^®^567 *In vitro* Imaging Kit (RiboBio, Guangzhou, China). Cells were plated into 48-well plates at a density of 1 × 10^5^ cells per well. One day after seeding, the culture medium was exchanged for fresh medium containing 50 µM EdU solution and incubated for another 2h. Cells were fixed for 30 min in 4% paraformaldehyde (PFA) and permeabilized with 0.5% Triton X-100, and then neutralized with 2 mg/mL glycine for 5 min. After washing three times, cells were reacted with Apollo reaction mixture for 30 min, stained with Hoechst 33342 for 10 min, and visualized under a fluorescent microscope.

### Cell cycle analysis

Cell cycle analysis was conducted using the Cell Cycle and Apoptosis Analysis kit (Beyotime, Shanghai, China). Cells were washed twice with precooled phosphate-buffered saline (PBS), digested using trypsin, and fixed in 70% ethanol at 4°C overnight. Subsequently, the fixed cells were washed with precooled PBS and resuspended in PBS containing propidium iodide (PI) and RNase A at 37°C for 30 min. The cell cycle distribution was examined using a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA) and analyzed using FlowJo software.

### Reverse-transcription PCR (RT-PCR) and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted with Trizol Reagent (Invitrogen, Carlsbard, CA, USA) and reverse-transcribed to cDNA. qRT-PCR was performed with ABI 7500 Real-Time System and the data were analyzed using 7500 Software. Primers for RT-PCR and qRT-PCR are listed in Table S3.

### Immunofluorescence staining

The double staining of MVH and STELLA was conducted as follows. FGSCs were fixed with 4% PFA for 30 min at room temperature. They were then incubated in blocking solution containing 10% normal goat serum for 60 min, and incubated with mouse monoclonal anti-MVH (1:100, Abcam, Cambridge, UK) overnight at 4℃. Cells were washed once with PBS and permeabilized with 0.5% Triton X-100 for 30 min. Next, the cells were incubated with rabbit polyclonal anti-STELLA (1:200, Abcam, Cambridge, UK) overnight at 4℃. After washing with PBS three times, the cells were incubated with the secondary antibody for 60 min, washed, and then incubated with DAPI for 10 min. Images were acquired using a Leica digital camera.

For OCT4 staining, before incubation in blocking buffer, cells were permeabilized with 0.5% Triton X-100 for 30 min and then washed with PBS three times. The remaining steps were the same as for the above double staining. The primary antibody was rabbit polyclonal anti-OCT4 (1:100, Santa Cruz, CA, USA).

### Western blot analysis

FGSCs were lysed in RIPA buffer containing protease inhibitor cocktail. Equal amounts of total proteins were denatured and separated on SDS-PAGE and transferred to PVDF membranes. Blocking of the membranes was performed in 5% non-fat powdered milk in Tris-buffered saline with Tween 20 (TBST) for 1 h. After blocking, the membranes were incubated with primary antibodies to STELLA (1:200, Abcam, Cambridge, UK), STRA8 (1:1000, Bioss, Beijing, China) overnight at 4°C. The membranes were washed with TBST three times and incubated with the secondary antibody at room temperature for 1 h. The labeled proteins were visualized using ECL reagents. The grayscale value was measured using ImageJ software.

### Dot blotting

Dot blots were conducted as described previously 40. Briefly, genomic DNA was extracted and subjected to denaturation. Then, equal concentrations of each sample were dotted on nitrocellulose blotting membrane and subjected to UV-crosslinking after air-drying. The membranes were blocked in 5% non-fat powdered milk in PBST for 60 min. Subsequently, the membranes were incubated with mouse anti-5mC (1:1000, Diagenode, Seraing, Belgium), followed by secondary antibody. The ECL kit was used to visualize the blots.

### RNA-sequencing (RNA-seq)

Total RNA was extracted from cells using Trizol Reagent (Invitrogen, Carlsbard, CA, USA). RNA quantity and quality were determined with 2100 Bioanalyzer (Agilent Technologies). RNA-Seq libraries was prepared using the KAPA Stranded mRNA-Seq kit (KAPA Biosystems, Wilmington, MA, USA), following the manufacturer's protocol. For bulk RNA-seq, approximately 2μg of total RNA (1×10^6^ cells) was used as starting material for each reaction.

### Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq)

ChIP-seq experiments were performed as described previously 41. Briefly, cells were cross-linked, lysed, and sheared to obtain 200-800 bp fragments. Chromatin was immunoprecipitated with antibodies against STELLA (2 μg, Abcam, Cambridge, UK) or rabbit IgG (2μg, Cell Signaling Technology, MA, USA). Library construction, purification, and next-generation sequencing were conducted as described above.

### Methylated DNA immunoprecipitation (MeDIP)

MeDIP experiments were performed using a MagMEDIP kit (Diagenode, Seraing, Belgium). Briefly, genomic DNA (gDNA) was extracted from FGSCs and sonicated to shear chromatin. Fifty nanograms of fragmented genomic DNA was used for the library construction and purified. Methylated DNA was immunoprecipitated with anti-5-methylcytosine antibody overnight at 4℃. After washing and elution, immunoprecipitated DNA was amplified and subjected to Illumina sequencing.

### *In situ* Hi-C

*In situ* Hi-C was performed as previously reported 9, 32. Briefly, cells were fixed, lysed, and digested with Dpn II restriction enzyme. Biotin was incorporated into the sticky ends of fragments before ligation. Proximity ligation was carried out with T4 DNA ligase. Then, DNA purification was carried out and the DNA was sheared into fragments. End repair, adenylation, and adapter ligation were performed using NEBNext End Repair Kit (NEB, Ipswich, MA, USA). Biotin-labeled fragments were pulled down using MyOne Streptavidin T1 beads (Life Technologies, Waltham, MA, USA). Hi-C DNA was amplified using the KAPA HiFi Library Amplification Kit (KAPA Biosystems, Wilmington, MA, USA). DNA size selection was performed using AMPure XP beads (Beckman Coulter, Brea, MA, USA). The concentration of the Hi-C libraries was determined using the 2100 Bioanalyzer System.

### RNA-Seq data analysis

RNA-seq data were trimmed and aligned to mouse genome (mm9), then Hisat2 42 was used to mapping the reads with default parameters. DEseq2 was used to calculate the significant different genes under the parameters: adjust of p value < 0.05 and log_2_ fold change > 1.

### ChIP-Seq and MeDIP-seq data analysis

ChIP-Seq and MeDIP-seq analysis was performed as described previously with minor revision 5, 43. Briefly, raw reads were trimmed to remove adaptor sequences and low-quality reads. Then bowtie2 tools were used to align the reads to mouse genome (mm9) with default parameters 44. After mapping, PCR duplicates were removed with samtools 45. MACS2 was used for predicting transcription factor peaks (q-value ≤0.01). Genome coverage files (bedgraph files) for visualization were generated by deepTools2 46. Histone modification and RNA polymerase II (PoI II) ChIP-seq data were obtained from our previous publication 12.

### Hi‐C data processing and normalization

Hi-C data was analyzed as previously described with minor revision 47 . Briefly, Hi-C clean sequencing reads were processed using the HiC-Pro 48. The reads were mapped against the mouse genome (mm9), and experimental artifacts, such as circularized reads and re‐ligations, were filtered out, and duplicate reads were removed. Aligned Hi‐C data were normalized using iterative correction (ICE) method 49 and visualized with Juicer tools v0.7.5 50. Using binned Hi‐C data, we generated 500 kb, 40 kb, 20 kb resolutions normalized Hi‐C matrices.

### Intra‐chromosomal contact frequency analysis

We plotted the frequency of cis‐chromosomal contacts in the normalized data at various genomic distances. By binning all cis‐chromosomal contact distances, frequency density was calculated with log_10_ distances).

### Compartment analysis

The compartment signal was computed as the first principle component (PC1) of R package (HiTC) 51 using 500kb normalized matrices with default parameters. A positive value indicates the A compartment and negative value is B compartment.

### TAD calling

TAD was identified by Domain Index (DI) method as previously described 52. Briefly, DI value was calculated based on the normalized matrix under 40kb bins with Hidden Markov Model (HMM). TAD boundaries were defined as the region <400 kb.

### TAD Compartment Switching

TAD was identified by Domain Index method. According to the compartment PC1 score, the mean value of each bin located in TAD was defined as TAD compartment score. In which, a positive value represented TAD in A compartment, while negative value was TAD in B compartment.

### Gene ontology (GO) analysis

GO enrichment was analysis using the Gene ontology website and chose an FDR (Benjamini-corrected p value) of less than 0.05.

### Statistical analysis

Results are presented as the mean ± SEM. Comparisons between two groups were performed using Student's t test for unpaired data. A p-value of <0.05 was considered significant.

## Results

### Characterization of female germline stem cells

As shown in Figure 1A, the FGSCs used for this study were previously established in our laboratory 7. RT-PCR and immunofluorescence assays were performed to characterize the FGSCs. The expression of *Mvh* (also known as *Ddx4*),* Oct4*,* Fragilis*,* Stella*,* Dazl*, and* Blimp1* was determined by RT-PCR (Figure 1B). Immunofluorescence analysis showed positivity for STELLA, MVH, and OCT4 proteins (Figure 1C). In addition, *Stella* mRNA expression level gradually increased with female germ cell development (Figure 1D).

### *Stella* regulates proliferation and differentiation of female germline stem cells

To study the role of the *Stella* gene in FGSC development, CRISPR/Cas9 genome editing was used to knock out *Stella* in FGSCs (Figure 2A and Figure S1A). Two independent homozygous knockout FGSC lines were confirmed by genomic PCR, RT-PCR, and Sanger sequencing (Figure S1B-D). One knockout clone was randomly selected for the subsequent experiments. Western blotting was conducted to further verify the results (Figure 2B). Off-target analysis was carried out for each sgRNA, and the results indicated that no off-target mutations were found in any off-target sites (Figure S2A-D). Monoclonal FGSCs derived from *Stella* knockout could be maintained for more than 3 months until cryopreservation frozen *in vitro* (over passage 30). *Stella*-overexpressing FGSCs could be cultured *in vitro* for at least 4 months (over passage 30). Both *Stella* knockout and *Stella*-overexpressing FGSCs were passaged for at least 4 generations for further experiments (5-10 generations selected in this study).

Next, we examined the effect of *Stella* knockout on cell phenotype. The results showed that such knockout promoted FGSC proliferation, while *Stella* overexpression inhibited FGSC proliferation, based on CCK-8 and EdU assays (Figure S3A-C). This was consistent with the expression of proliferation-related genes *Etv5*, *Bcl6b*, *Oct4*, and *Akt* in *Stella-*knockout and -overexpressing FGSCs (Figure S3D). Since cell proliferation is closely associated with cell cycle progression 53, we investigated the potential effects of *Stella* on the cell cycle. Cell cycle analysis showed that *Stella* knockout increased the proportion of cells in G_2_/M phase and decreased that in G_0_/G_1_ phase (Figure 2C-D). Meanwhile, *Stella* overexpression showed the opposite results (Figure 2C-D). Moreover, *Stra8* mRNA expression was upregulated after *Stella* overexpression rather than *Stella* knockout (Figure 2E), which is consistent with WB results (Figure 2F).

To gain further insight into the mechanism by which *Stella* regulates FGSC development, we obtained transcriptional profiles by RNA sequencing (RNA-seq). 

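RNA-seq was performed on 4 groups of FGSCs with 3 libraries each. The groups were the *Stella*-knockout line (KO) and its control (KO-con), and the *Stella*-overexpressing line (Over) and its control with the empty lentiviral vector (Over-con). The knockout line was 1 randomly selected clone, so the effect of the knockout and that of the clone are not separated by the design. Libraries were prepared from total RNA with a stranded mRNA kit, and the trimmed reads were aligned to the mm9 genome with HISAT2. The authors deposited the number of reads counted on each of 41388 RefSeq transcripts, without normalization. A gene symbol was found for 41181 transcripts, which belong to 24809 genes. Between 5611846 and 12866545 reads per library were counted, with a median of 11266090 in KO, 10128823 in KO-con, 10626501 in Over and 9772845 in Over-con. At these depths 3 counts in a library correspond to between 0.233 and 0.527 CPM, a floor that covers counting error only.

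Few counts fell on genes with more than 1 listed transcript. Of the genes with protein-coding transcripts, 6626 of 13102 with 1 transcript had a mean of at least 1 CPM, against 1644 of 7540 with 2 or more transcripts. *Gapdh*, which has 2 transcripts, had 2 counts in total in the KO-con libraries and 8 in the KO libraries.

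Each transcript was normalized for library size by edgeR's TMM method, given in CPM, and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, KO against KO-con and Over against Over-con. With the thresholds that the paper states, a differentially expressed gene (DEG) had an adjusted p under 0.05 and an absolute log2 fold change over 1. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.10.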

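*Stella* is listed as Dppa3 with the single transcript NM_139218, a transcript of 833 bases. It had 0 counts in each of the KO, KO-con and Over-con libraries. In Over it had 347, 371 and 285 counts, or 32.1, 28.8 and 30.6 CPM, a mean of 30.5 ± 1.67 CPM (SD, n = 3). Set against the floor of 3 counts, which averages 0.374 CPM in Over-con, expression was at least 81.6-fold higher in Over (adjusted p = 1.40e-09). With each library left out in turn this lower bound stayed between 73.3 and 102.5. No fold is given for the knockout, since KO and KO-con were both below the floor: a difference in *Stella* mRNA between them was not detectable at this depth. Of the 804 stretches of 30 bases that make up the transcript, 49.3% also occur at 1 place on chromosome X, from 35039886 to 35040656, where mm9 lists pseudogenes. Up to 11.2% occur at each of 3 other places, so reads from those stretches do not have a single place of origin in the genome.

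**Figure D2:**
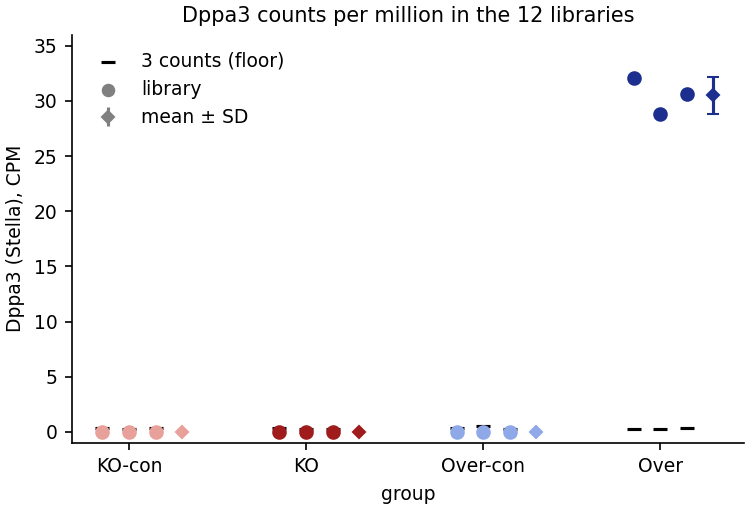
CPM of *Stella* (Dppa3) in each of the 12 libraries, with CPM on the y axis and the groups on the x axis. Circles are libraries, diamonds are group means with bars of 1 SD, and dashes mark the floor of 3 counts. The Over libraries lie at 28.8 to 32.1 CPM and the other 9 libraries at 0.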

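Principal components were computed from the log2 CPM, with a prior count of 2, of the 500 transcripts that varied most across the 12 libraries. The first component carried 40.2% of the variance, the second 16.9% and the third 10.4%. On the first component the KO libraries lay between 16.8 and 17.9, the KO-con libraries between 4.07 and 4.49, the Over libraries between -9.92 and -9.38 and the Over-con libraries between -12.9 and -11.3. The mean distance between libraries of the same group was 19.0 and that between libraries of different groups 28.8, a ratio of 0.659. Of the 15400 partitions of the 12 libraries into 4 groups of 3, only the actual grouping had a within-group distance this small (one-sided exact permutation test, p = 6.49e-05, the smallest p that these partitions allow). The nearest library belonged to the same group for 11 of the 12 libraries. The separation was narrower for the overexpression than for the knockout. Over and Over-con libraries were on average 22.5 apart, against 15.7 within Over and 22.2 within Over-con, whereas KO and KO-con libraries were 27.9 apart, against 19.1 within KO and 19.0 within KO-con. The control groups, KO-con and Over-con, lay 29.5 apart. The ratio moved most with DESeq2's variance-stabilized counts, to 0.408, and with those the nearest library was of the same group for all 12. With all genes it was 0.799 and with 2000 genes 0.779, and the nearest library was then of the same group for 10 of the 12. A tree of the libraries by average linkage, divided into 4 branches, gave the 4 groups with the variance-stabilized counts and under none of the other settings, the one reported included.

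**Figure D3:**
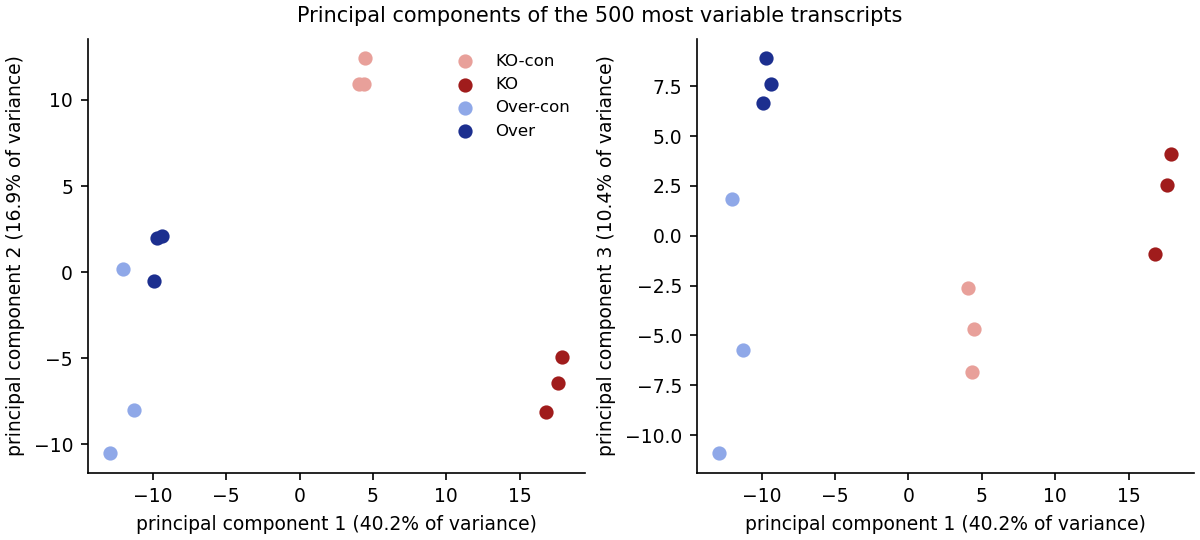
First principal component of the 12 libraries (x axis) against the second (left) and the third (right), in units of log2 CPM, with the share of variance on each axis. Points are libraries and colours are groups; KO lies highest on the first component and Over-con lowest.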

Principal component analysis (PCA) showed that three repeats of each sample clustered together (Figure S4A). The RNA-seq results were also confirmed by RT-qPCR for selected genes (Figure S4B), indicating that the RNA-seq data were reliable. 

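Table S3 lists RT-qPCR primers for 8 genes that the text does not otherwise name, and their counts were taken from the RNA-seq libraries. In the knockout 6 of the 8 differed from the control at an adjusted p under 0.05, and in the overexpression 6 of 8, both when the p-values were adjusted over all transcripts tested and over the 8 genes alone. The KO and KO-con libraries did not overlap for 6 genes, nor did the Over and Over-con libraries, where chance gives 10%. None of the 8 passed the fold change threshold in either comparison.

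*Card9* (NM_001037747; chromosome 2 of mm9 from 26207696 to 26216438) was at 19.4 ± 1.05 CPM in KO and 32.2 ± 1.17 in KO-con (SD, n = 3), a log2 fold change of -0.73 (standard error 0.10, adjusted p = 0.000293). In Over it was at 84.9 ± 4.92 CPM against 47.55 ± 4.04 in Over-con, a log2 fold change of 0.83 (standard error 0.08, adjusted p = 4.14e-05). *Hhip* (NM_020259; chromosome 8 from 82490014 to 82581905) fell by 0.82 on the log2 scale in KO (adjusted p = 0.000104) and rose by 0.80 in Over (adjusted p = 0.0065). *Itih5*, *St8sia4* and *Tox* had log2 fold changes of -0.68, -0.61 and -0.60 in KO and of 0.66, 0.92 and 0.74 in Over, with adjusted p between 4.29e-05 and 0.0142. *Sema7a* (NM_011352; chromosome 9 from 57787920 to 57810671) changed the other way, by 0.72 in KO (adjusted p = 0.0105) and -0.74 in Over (adjusted p = 0.00819). *Prdm9* and *Meikin* differed by less than the spread between libraries, with log2 fold changes of -0.07 and -0.04 in KO and of -0.06 and -0.07 in Over, and adjusted p of at least 0.765. Over both comparisons 12 of the 16 tests passed, and between 8 and 12 when each library was left out in turn. With the control groups exchanged, a choice made after seeing the data, 7 passed, of which 4 in the opposite direction, *Hhip* and *Sema7a* in both comparisons. Only *Card9* then kept its direction and passed in both.

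**Figure D4:**
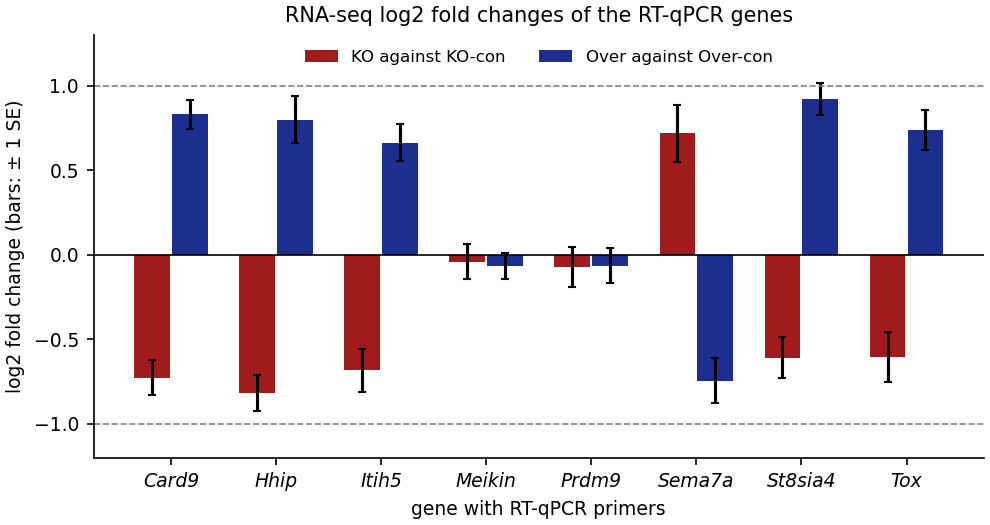
Log2 fold change of the 8 RT-qPCR genes in the RNA-seq counts, KO against KO-con (red) and Over against Over-con (blue), with error bars of 1 standard error and dashed lines at the fold change threshold. 5 genes lie below 0 in KO and above 0 in Over with an adjusted p under 0.05, *Sema7a* the other way, and *Prdm9* and *Meikin* near 0.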

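Of 9457 transcripts tested in the knockout, 161 were DEGs, 78 higher and 83 lower in KO than in KO-con. Over all transcripts tested, DEGs or not, the KO and KO-con libraries did not overlap for 30.5%, where chance gives 10%. Without the fold change threshold 1115 transcripts had an adjusted p under 0.05, the alternative that moved this count most.

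The 3 genes with the lowest adjusted p in each direction were taken from these. *Ccn3* (NM_010930), which lies on chromosome 15 of mm9 from 54577257 to 54585594, was at 15.5 ± 1.23 CPM in KO and 231.9 ± 5.90 in KO-con (SD, n = 3), a log2 fold change of -3.90 (standard error 0.09, adjusted p = 4.81e-14). *Xlr3a* (NM_001110784; chromosome X from 70331632 to 70342434) was at 9.39 ± 0.591 against 65.3 ± 4.44 CPM, a log2 fold change of -2.80 (standard error 0.11, adjusted p = 9.27e-11). *Fgl2* (NM_008013; chromosome 5 from 20878460 to 20884192) was at 233.4 ± 29.1 against 740.1 ± 22.9 CPM, a log2 fold change of -1.67 (standard error 0.09, adjusted p = 3.26e-09). *Prelid3a* (NM_144867; chromosome 18 from 67624503 to 67640235) was higher in KO, at 206.0 ± 9.99 against 25.3 ± 1.43 CPM, a log2 fold change of 3.03 (standard error 0.08, adjusted p = 6.59e-13). *Cpa3* (NM_007753; chromosome 3 from 20115516 to 20142080) rose to 1161 ± 39.8 from 395.9 ± 31.8 CPM, a log2 fold change of 1.55 (standard error 0.08, adjusted p = 2.62e-09). *Tcam1* (NM_029467; chromosome 11 from 106137986 to 106150059) rose to 155.0 ± 10.1 from 48.8 ± 4.66 CPM, a log2 fold change of 1.67 (standard error 0.09, adjusted p = 3.26e-09). Over-con was set beside these genes after seeing the data, with CPM normalized over all 12 libraries. It lay between KO and KO-con for *Fgl2* (470 CPM), *Cpa3* (801.8 CPM) and *Tcam1* (101 CPM). Part of their change cannot be told apart from a difference between the control lines. For *Ccn3*, *Xlr3a* and *Prelid3a* Over-con lay farther from KO than KO-con did.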

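In the overexpression, 16 of 9401 transcripts were DEGs, 9 higher and 7 lower in Over than in Over-con, *Stella* among the higher. Without the fold change threshold 155 transcripts had an adjusted p under 0.05. Over all transcripts tested, DEGs or not, the Over and Over-con libraries did not overlap for 19.1%, where chance gives 10%. This count moved most, to 156, when KO-con took the place of Over-con. When edgeR tested directly for a log2 fold change beyond 1, 1 transcript was left, *Stella*.

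Apart from *Stella*, the higher DEGs with the lowest adjusted p were *Perp* and *Ryr3*. *Perp* (NM_022032; chromosome 10 of mm9 from 18564877 to 18576879) was at 63.1 ± 1.94 CPM in Over against 26.3 ± 2.41 in Over-con, a log2 fold change of 1.26 (standard error 0.09, adjusted p = 2.03e-06). *Ryr3* (NM_001319156; chromosome 2 from 112471512 to 113057253) was at 38.8 ± 3.91 against 16.5 ± 1.502 CPM, a log2 fold change of 1.22 (standard error 0.11, adjusted p = 1.56e-05). Among the lower DEGs, *Ccn3* was at 321.5 ± 18.3 against 675.3 ± 100.0 CPM, a log2 fold change of -1.07 (standard error 0.09, adjusted p = 4.74e-06), and so fell in the overexpression as well as in the knockout. Against KO-con, a choice made after seeing the data, *Perp*, *Ccn3* and *Ky* changed in the opposite direction with an adjusted p under 0.05, and *Ccl7* no longer passed. *Ccl7* (NM_013654; chromosome 11 from 81859214 to 81861027) was at 33.4 ± 5.10 against 69.8 ± 10.8 CPM (log2 fold change -1.05, adjusted p = 0.000124). *Ky* (NM_024291; chromosome 9 from 102408078 to 102448568) was at 5.62 ± 0.955 against 14.6 ± 1.11 CPM (log2 fold change -1.36, adjusted p = 0.0002).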

A heatmap of differentially expressed genes (DEGs) showed clear differences upon *Stella* knockout and *Stella* overexpression (Figure S4C-D). Gene Ontology (GO) terms of the DEGs between *Stella*-knockout and control groups were related to G_1_/S transition of the mitotic cell cycle, regulation of cell proliferation, and developmental process (Figure 2G). Furthermore, KEGG pathway analysis of the DEGs between *Stella-*knockout and control groups showed associations with the NF-kappa B signaling pathway, JAK-STAT signaling pathway, and PI3K-AKT signaling pathway (Figure S4E-F). 

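The term lists behind Figure 2G were not used here. In their place stood 21 gene sets covering the cell cycle, development, signaling pathways and germ cells, taken from Reactome and from the S-phase and G2/M lists of the Seurat package or written by hand. An excess of the 161 DEGs in each set, with all 9093 genes tested as background, was tested with a one-sided Fisher's exact test. Of 20 G1/S regulators tested 1 was a DEG, where 0.354 would be expected (exact test, p = 0.301), and of 72 genes in the Reactome set for the G1/S transition 1, where 1.27 would be expected. In both it was *Cdkn1a* (NM_007669; chromosome 17 of mm9 from 29227924 to 29237667), at 1.29 ± 0.955 CPM in KO and 3.25 ± 0.230 in KO-con (SD, n = 3), a log2 fold change of -1.26 (standard error 0.39, adjusted p = 0.0459). *Cdkn1a* has 2 listed transcripts. With counts summed per gene it was not a DEG, and neither G1/S set held any. The Reactome set for the mitotic cell cycle held 5 DEGs among 265 genes, where 4.69 would be expected (p = 0.507 in the same exact test). *Cenpu* rose to 9.54 ± 0.500 from 3.74 ± 0.596 CPM (log2 fold change 1.34, adjusted p = 0.000213). *Mad1l1* and *Prkcb* rose by 1.64 (adjusted p = 0.0031) and 1.55 (adjusted p = 0.000607) on the log2 scale, and the others were *Cdkn1a* and *Vrk1*, the latter named after its values were seen. Against Over-con, a choice made after seeing the data, *Cdkn1a*, *Cenpu* and *Prkcb* no longer had an adjusted p under 0.05.

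The sets were also tested as a whole, DEGs or not, with limma's camera. The S-phase genes were higher in KO, 21 of 23, with a median log2 fold change of 0.34 (adjusted p = 2.51e-05 over 42 tests of 21 sets). Of 31 G2/M genes 27 were higher, with a median of 0.22 (adjusted p = 0.000115), and of 265 mitotic cell cycle genes 180, with a median of 0.08 (adjusted p = 0.0230). The G1/S regulators had a median of 0.05 (adjusted p = 0.996) and the Reactome G1/S genes 0.06 (adjusted p = 0.292). The S-phase median moved most, to 0.05 with an adjusted p of 0.433, when Over-con took the place of KO-con. The G2/M and mitotic sets then had adjusted p of 0.289 and 0.151, and with an inter-gene correlation estimated from the data the S-phase, G2/M and mitotic sets had adjusted p of 0.0587, 0.187 and 0.112.

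Among 183 genes of the Reactome developmental biology set 3 were DEGs, where 3.24 would be expected (exact test, p = 0.633). *Myl9* rose to 4.40 ± 1.41 from 0.777 ± 0.0508 CPM (log2 fold change 2.49, adjusted p = 0.000185), *Onecut3* fell to 4.72 ± 0.259 from 9.70 ± 0.826 CPM (-1.04, adjusted p = 0.000951) and *Arpc2* fell to 1.45 ± 0.601 from 3.54 ± 0.0709 CPM (-1.25, adjusted p = 0.016). Of these only *Myl9* had an adjusted p under 0.05 against Over-con. The set as a whole had a median log2 fold change of 0.07, with 103 genes higher (adjusted p = 0.427). Over all sets in both comparisons, 0 of the 42 tests for an excess of DEGs passed an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. With DEGs called by the adjusted p alone, 8 of the 42 passed.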

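Counts of the pathway genes were examined in the same way. Of 31 NF-kappa B genes tested in the knockout 1 was a DEG, where 0.549 would be expected (one-sided Fisher's exact test, p = 0.426). It was *Ltb*, on chromosome 17 of mm9 from 35331384 to 35333265, which fell to 1.37 ± 0.300 CPM from 4.30 ± 0.322 (SD, n = 3), a log2 fold change of -1.62 (standard error 0.27, adjusted p = 0.00102). The set's median log2 fold change was -0.06, with 14 genes higher (adjusted p = 0.361). It was -0.19 (adjusted p = 6.52e-05) when Over-con took the place of KO-con. Of the 50 genes of the Reactome set for NF-kappa B activation 1 was a DEG, *Prkcb*.

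Of 27 JAK-STAT genes 2 were DEGs, where 0.478 would be expected (exact test, p = 0.0820, adjusted p = 0.574). *Lif* fell to 2.34 ± 0.623 from 6.24 ± 1.10 CPM, a log2 fold change of -1.42 (standard error 0.25, adjusted p = 0.00147), and did not pass against Over-con. *Stat5b* has 3 listed transcripts: NM_011489 rose to 3.02 ± 0.525 from 1.33 ± 0.772 CPM (log2 fold change 1.16, adjusted p = 0.0485), whereas NM_001362682 changed by 0.18 (adjusted p = 0.781). Of the 27 genes only 4 were higher in KO, and the set's median was -0.16 (adjusted p = 1.55e-05, camera). It was -0.09 (adjusted p = 0.143) against Over-con, and with an inter-gene correlation estimated from the data the adjusted p was 0.0920.

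Of 21 PI3K-AKT genes 1 was a DEG, where 0.372 would be expected (exact test, p = 0.313), and of the 41 genes of the Reactome set 2, where 0.726 would be expected (p = 0.164 in the same exact test). *Pdgfra*, on chromosome 5 from 75548316 to 75594229, was in both; its transcript NM_001347719, 1 of 5, fell to 1.00 ± 0.225 from 2.93 ± 1.11 CPM, a log2 fold change of -1.56 (standard error 0.36, adjusted p = 0.00998). The other gene of the Reactome set was *Cdkn1a*. With counts summed per gene neither of them was a DEG, and neither set held any. Medians were 0.01 and 0.03, with 11 of 21 and 22 of 41 genes higher (adjusted p = 0.988 for both). The direction of the PI3K-AKT median changed to -0.04 when Over-con took the place of KO-con.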

As previously reported, the PI3K-AKT signaling pathway is involved in regulating FGSCs 5. In addition, GO terms associated with *Stella* overexpression included biological processes related to the developmental process, positive regulation of cellular process, and regulation of cellular metabolic process (Figure 2H). 

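None of 183 developmental biology genes tested was among the 16 DEGs of the overexpression, where 0.324 would be expected. The median log2 fold change of the set was -0.03, with 76 of the 183 genes higher in Over (adjusted p = 0.375), and the direction changed to 0.02 when KO-con took the place of Over-con. Of 126 extracellular matrix genes 2 were DEGs, where 0.223 would be expected (one-sided Fisher's exact test, p = 0.0203, adjusted p = 0.427). *Col23a1* (NM_153393; chromosome 11 of mm9 from 51103422 to 51397420) was at 29.4 ± 0.759 CPM in Over and 13.0 ± 1.78 in Over-con (SD, n = 3), a log2 fold change of 1.16 (standard error 0.12, adjusted p = 3.98e-05). *Col15a1* (NM_009928; chromosome 4 from 47221033 to 47326039) was at 6.99 ± 0.477 against 3.43 ± 0.962 CPM, a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.0321), and did not pass against KO-con. The 126 genes as a whole moved the other way, with 41 higher, a median of -0.11 and an adjusted p of 4.15e-05, and their median was 0.04 when KO-con took the place of Over-con. Of the germ cell genes 3 could be tested and 1 was a DEG, *Stella* itself.

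The pathway sets of the knockout were tested in Over as well. Of 31 NF-kappa B genes 8 were higher, with a median of -0.12 (adjusted p = 0.00221). That median was 0.01 (adjusted p = 0.2002) when KO-con took the place of Over-con, and the adjusted p was 0.112 with an inter-gene correlation estimated from the data. JAK-STAT genes had a median of -0.04 with 11 of 26 higher, a shift with an adjusted p of 0.00163 and the same median when KO-con took the place of Over-con, and PI3K-AKT genes a median of -0.01 (adjusted p = 0.375 for both), which changed direction to 0.0059 when KO-con took the place of Over-con.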

In brief, these results suggest that *Stella* knockout enhanced FGSC proliferation or self-renewal, whereas *Stella* overexpression inhibited FGSC growth and promoted cell differentiation.

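The knockout and overexpression profiles were compared gene by gene. Across the 9170 transcripts tested in both, the log2 fold changes had a Pearson's r of -0.05 and a Spearman's rho of -0.07, and 4857 transcripts (53.0%) changed in opposite directions. This is a correlation across transcripts, which are not independent replicates. Over the 12 fits that each left out 1 library, r lay between -0.10 and -0.02. With only the 156 DEGs of either comparison tested in both it was 0.0052. It moved most, to 0.50, over the 12 DEGs of the overexpression tested in both, of which 2 changed in opposite directions, a choice made after seeing the data. A pair of genes were DEGs in both comparisons, and both changed in the same direction: *Ccn3*, and *Rgs7bp* with log2 fold changes of 1.26 in KO (adjusted p = 0.000995) and 1.48 in Over (adjusted p = 0.0170). Against KO-con *Ccn3* was higher in Over. A test of the difference between the effects, with all 12 libraries in 1 fit, called 188 of 9903 transcripts, of which 109 changed more upward in Over than in KO and 79 more downward.

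The S-phase, G2/M and mitotic cell cycle sets were higher in Over as well as in KO. The G1/S regulators did not shift in Over, with 12 of 20 higher and a median of 0.07 (adjusted p = 0.779, camera). Their median was -0.03 when KO-con took the place of Over-con. Of 23 S-phase genes 21 were higher in Over, with a median log2 fold change of 0.19 (adjusted p = 2.75e-05, camera). Of 31 G2/M genes 30 were higher, with a median of 0.24 (adjusted p = 1.26e-08), of 262 mitotic cell cycle genes 189, with a median of 0.08 (adjusted p = 4.92e-05), and of 71 Reactome G1/S genes 47, with a median of 0.04 (adjusted p = 0.00333). With an inter-gene correlation estimated from the data the adjusted p was 0.0587 for the S-phase genes, 0.0297 for the G2/M and mitotic genes and 0.112 for the Reactome G1/S genes, which had one of 0.0656 when KO-con took the place of Over-con. Of the 18 self-renewal genes 3 could be tested, with a median of -0.09 in KO (adjusted p = 0.773) and 0.09 in Over (adjusted p = 0.988), and these medians changed direction, to 0.41 and -0.36, against the other control group. The remaining 15 were too lowly counted. Of the 27 meiosis genes 5 could be tested, and their median was -0.07 in both comparisons. *Stra8* had 1 count over all 12 libraries and *Sycp3* had a log2 fold change of -0.25 in Over (adjusted p = 0.818).

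From its own expression profiles together with its proliferation, cell cycle and *Stra8* results, the paper proposes that loss of *Stella* favors proliferation or self-renewal of FGSCs and that a gain of *Stella* restrains growth and favors differentiation.

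**Figure D5:**
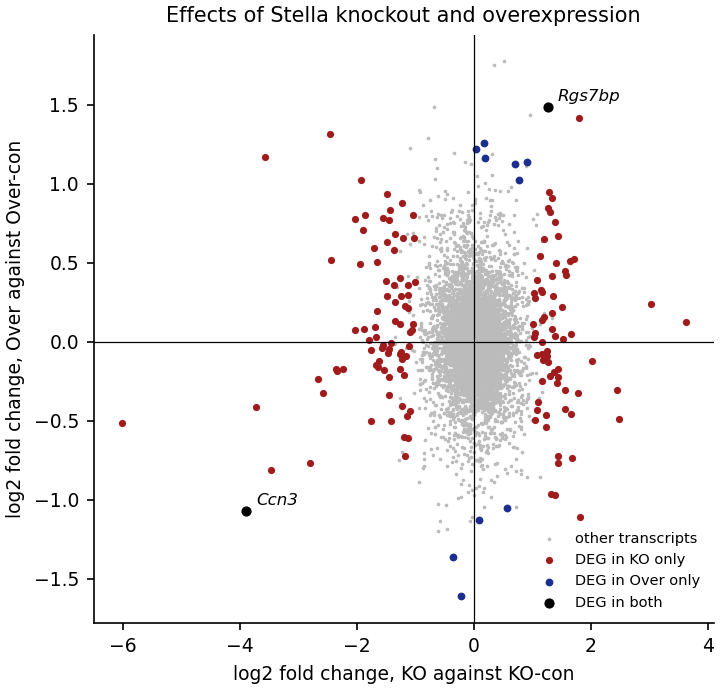
Log2 fold change in KO against KO-con (x axis) and in Over against Over-con (y axis) for each transcript tested in both. Colours mark the DEGs of each comparison and of both. The points show no clear slope (r of -0.05 across 9170 transcripts).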

### *Stella* modulates genome-wide DNA methylation patterns in female germline stem cells

To explore molecular mechanism of *Stella* in FGSC development, we performed dot blotting assays. The results showed that DNA methylation was positively correlated with *Stella* expression level in FGSCs (Figure 3A), indicating *Stella* is related to DNA methylation in FGSCs. Then, we performed methylated DNA immunoprecipitation (MeDIP) to examine the effect of *Stella* on genome-wide DNA methylation levels in FGSCs. The methylation profiles showed a clear trend, low DNA methylation around transcription start sites (TSSs) and higher DNA methylation around transcription end sites (TESs) (Figure 3B-C). We detected 649 differentially methylated regions (DMRs) (452 hypermethylated and 197 hypomethylated) between the overexpression group, and 121 DMRs (19 hypermethylated and 102 hypomethylated) between the knockout group, respectively (Figure 3D). These findings were consistent with the results of dot blotting (Figure 3A), where *Stella* overexpression increased the level of DNA methylation, and *Stella* knockout reduced it. After mapping DMRs to the nearest genomic features, we found that the majority of DMRs were located in intergenic and intronic regions, and only a small portion of DMRs were identified in gene promoters (Figure 3E), suggesting DMRs were unevenly distributed across the genome. DNA demethylation at the gene promoter region usually upregulates gene expression 54. The analysis results demonstrated that *Stra8* gene promoter region was demethylated after *Stella* overexpression (Figure 3F), which was consistent with the upregulation trend of *Stra8* expression (Figure 2E-F). Similarly, demethylation of* Bcl6b* gene promoter after *Stella* knockout was accompanied by upregulation of *Bcl6b* mRNA expression (Figure 3F, S3D). GO terms particularly associated with genes upregulated upon *Stella* overexpression were cell differentiation, cell development, and regulation of gene expression (Figure 3G). 

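The 9 DEGs that were higher in Over were tested for an excess in each set separately from the lower ones. None of the 183 developmental biology genes was among them, where 0.182 would be expected. Of 126 extracellular matrix genes 2 were among them, where 0.125 would be expected (one-sided Fisher's exact test, p = 0.00649, adjusted p = 0.136 over the sets of both comparisons).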

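Among the 83 DEGs that were lower in KO, 2 belonged to the 183 developmental biology genes tested, where 1.67 would be expected (one-sided Fisher's exact test, p = 0.501). In the Reactome set for PI3K/AKT activation 2 were lower, *Pdgfra* and *Cdkn1a*, where 0.374 would be expected (p = 0.0537 in the same exact test, adjusted p = 0.751). *Prdm1*, named *Blimp1* in the paper, lies on chromosome 10 of mm9 from 44156983 to 44248307 and was among the lower DEGs, at 0.310 ± 0.108 CPM in KO and 1.82 ± 0.132 in KO-con (SD, n = 3), a log2 fold change of -2.48 (standard error 0.44, adjusted p = 0.00147). It had 104 counts over all 12 libraries. Between the control groups it was higher in KO-con than in Over-con by 1.40 on the log2 scale (adjusted p = 0.0175). Part of the fall in KO therefore cannot be told apart from a difference between the control lines.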

Meanwhile, GO terms particularly associated with genes downregulated upon *Stella* knockout were regulation of cell development, positive regulation of cellular process, and regulation of gene expression (Figure 3H). We also compared STELLA binding sites with the DMRs upon *Stella* overexpression and *-*knockout. The results showed that 37% of *Stella-*knockout DMRs and 31% of* Stella*-overexpression DMRs overlapped with STELLA binding sites at the genome-wide level (Figure 3I). Moreover, the ChIP-seq of STELLA was highly correlated with the DNA methylation (Figure S5A-B). Thus, above findings indicated that a subset of DNA methylation regions was directly regulated by STELLA binding. Overall, these results suggest that *Stella* regulates FGSC development via DNA methylation.

### STELLA and active histone modification are enriched near TAD boundaries

To identify genomic loci occupied by STELLA proteins, we performed STELLA ChIP-seq experiments. Annotation of ChIP-seq peaks revealed that 50% of STELLA binding sites were localized in promoter regions and 25% of the binding sites were located within introns and intergenic regions (Figure 4A). Consistent with the genome annotation, the normalized STELLA binding signal was high at promoter regions (Figure 4B). Furthermore, we found that the STELLA ChIP correlated well with previously published histone modification data (Figure 4C). We further categorized STELLA peaks into three classes based on the distance from TSSs (Figure 4D). The enrichment of STELLA at promoter, proximal, and distal sites showed clear overlap with active TSS marks (H3K27ac, Pol II, and H3K4me3) (Figure 4E-G), which implied that *Stella* is likely to be involved in gene expression regulation. Moreover, integrative analysis of ChIP-Seq and published Hi-C data 9 showed that the binding sites of STELLA and active histones H3K4me3 and H3K27ac were enriched near the TAD boundaries (Figure 4H), suggesting STELLA is related to chromatin structure remodeling.

### *Stella* overexpression perturbs chromatin interactions

To further study the effect of *Stella* on chromatin structure, we performed *in situ* Hi-C experiments with *Stella-*overexpressing FGSCs and the control groups. More than 700 million total reads were obtained (Table S4). At the chromosomal scale, Hi-C contact maps appeared similar between the *Stella-*overexpressing group and the control (Figure 5A-C). The PC1 values were also highly correlated (Figure 5D, R=0.89). Consistent with this, the majority of the compartmentalization was largely unchanged upon *Stella* overexpression (Figure S6A). Upon *Stella* overexpression, only 3.4% of the genome had a transition from compartment A-type to compartment B-type, while 2.8% showed a transition in the opposite direction (Figure S6B). Next, we investigated whether the STELLA binding regions were associated with compartment switching. Among all STELLA-bound sites, 47.2% of peaks were located within the open compartment A regions, 46.2% of peaks were located within the closed compartment B regions, and ~7.1% of STELLA peaks were found in regions showing compartment-switching (Figure 5E). We assessed whether the percentage of genomic compartment-switching regions was related to a state of being either bound or unbound by STELLA. The proportion of STELLA binding sites is 75% of “A to B” compartment-switching regions, which was similar to 55% of “B to A” (Figure 5F). This suggests that *Stella* is unlikely to mediate compartment switching.

We compared Hi-C data between the *Stella*-overexpressing and control groups to obtain a deeper insight into the differential interaction. The results revealed differences in genome-wide chromatin interactions between *Stella*-overexpressing and control groups (Figure 5G). Furthermore; we found that 99.5% of STELLA binding sites overlapped with differentially interacting regions at the genome-wide level (Figure 5H). After calculating the number of differential interactions within or without STELLA enrichment, we observed that the number of differential interactions involving STELLA binding sites was significantly higher than that without STELLA binding (Figure 5I). Overall, the results suggest that *Stella* regulates chromatin interactions, while not affecting compartment formation.

### *Stella* overexpression enhances the TAD boundary strength in STELLA-associated regions

To examine the effect of *Stella* on TAD organization, we first identified 1740 and 1723 TADs in STELLA-overexpressing and control groups (Figure S7A), respectively. Most of the TADs overlapped between STELLA-overexpressing and control groups (Figure S7B). Consistent with this, we found that the size of TADs was similar between *Stella*-overexpressing and control groups (Figure S7C). We also assessed the distribution of TADs within A/B compartments and found that about 4.6% of them switched at the genome-wide level (Figure S7D). Nevertheless, genome-wide statistical analysis showed the interaction within TADs reduced after *Stella*-overexpressing (Figure 6A-B).

In addition, we identified 1054 and 959 TAD boundaries in *Stella*-overexpressing and control groups, respectively (Figure 6C). Although TADs are stable across different cell types and species 52, 55, *Stella* overexpression still altered the localization of ∼23% of TAD boundaries (Figure 6C). An analysis of the overlap of STELLA ChIP-seq peaks with TAD boundaries revealed that ∼19% of STELLA binding sites were located at TAD boundaries (Figure 6D). We also observed the enrichment of STELLA binding at the TAD boundaries (Figure 6E). Next, we wondered whether *Stella* regulates TAD boundary strength. The analysis showed that the overall TAD boundary strength increased after *Stella* overexpression (Figure 6F). Furthermore, integrative analysis of Hi-C and ChIP-seq showed the TAD boundary strength was higher in STELLA binding sites than unbinding region (Figure 6G). Interestingly, *Stella* overexpression resulted in an overall increase in the overlapping TAD boundaries not the specific TAD boundaries (Figure 6H). Consistently, we next examined TADs in *Stella*-knockout FGSCs. A total of 1951 TADs was identified in *Stella*-knockout FGSCs, most of which overlapped with the control groups (Figure S8A). In addition, genome-wide statistical analysis showed the interaction within TADs enhanced (Figure S8B-C), while the overall TAD boundary strength reduced after *Stella* knockout (Figure S8D). Unlike the case with overexpression, *Stella* knockout weakened the TAD boundary strength of overlapping and specific regions (Figure S8E). Taken together, these results demonstrate that *Stella* regulates TAD boundary strength in *Stella*-associated regions.

## Discussion

*Stella* plays significant roles in chromatin condensation and epigenetic modification 56-58. However, despite its importance, there has thus far been relatively little research on *Stella*, especially for germ cells *in vitro*. The results obtained in this work demonstrated that *Stella* regulates FGSC development at multiple epigenetic levels, including DNA methylation, chromatin interaction, and TAD boundary strength.

*Stella* was first discovered in mice when its expression was shown to occur in gastrulating embryos, which may represent the differentiation of a subpopulation of cells into the PGCs lineage 56. Our results showed that *Stella* knockout enhanced FGSC proliferation. Additionally, *Stella* overexpression in FGSCs was found to promote the expression of *Stra8*, which is an essential “gatekeeper” in the initiation of meiosis 59. The upregulation of its expression may indicate that the FGSCs had entered pre-meiosis.

A better understanding of the *Stella* gene would provide us with a new perspective on *in vitro* differentiation. To date, our understanding of the role of *Stella* in regulating DNA methylation has been obscured by conflicting results from different developmental stages or cell types 21, 26, 57. We found that genome-wide DNA methylation was reduced in FGSCs after *Stella* knockout. This trend corresponds to previously reported results showing that *Stella* protects DNA methylation from TET2 and TET3 enzyme-dependent oxidation 26. In parallel with this, the level of global DNA methylation was upregulated in FGSCs after *Stella* overexpression. This pattern is also coherent with oogenesis, during which the levels of DNA methylation and *Stella* expression increase 5. One possible explanation for the pattern of *Stella* on DNA methylation may be related to its subcellular localization 20, 60, 61.

In addition to DNA methylation and DNA demethylation 54, 62, 63, dramatic remodeling of the chromatin also occurred in the early germline 64-66. Although *Stella* overexpression does not alter Compartment A/B and TAD formation, what is surprising is that *Stella* overexpression reduce the interaction within TADs and enhance the boundary strength of TADs in STELLA-associated regions. These findings are consistent with previous observations that the interaction frequency within TADs decreased during oocyte maturation 67. Our findings also mean that *Stella* overexpression reduces the frequency of contacts between the target genes and regulatory elements. Given that the proper folding of chromatin is crucial for gene regulation, increasing attention has been drawn to the relationship between alterations in chromatin structure and diseases. Destruction of TAD boundaries would lead to the dysregulation of gene expression and diseases 68, 69. *Stella* knockout has been shown to lead to an abnormal heterochromatin distribution in fully grown GV oocytes 70, 71, subsequently impaired oocytes and embryo development 19.

In addition to *Stella*, FGSCs also express other germline genes such as *Ddx4*, *Fragilis*, and *Dazl* 2. Most of them have been reported to play critical roles in germ cell development. For example, the depletion of *Dazl* causes dysregulation of maternal transcripts during mouse oocyte maturation 72. Moreover, knockdown of *Ddx4* reduces the number of germ cells in the gonads of male and female embryos 73. Whether these germline genes regulate germ cell development by affecting chromatin structure warrants further study. Based on our combined findings, our study reveals not only the role of *Stella* in regulating DNA methylation, but also that it affects the 3D structure of chromatin. Our findings deepen our understanding of the epigenetic mechanisms of FGSC development. Further research should focus on how *Stella* coordinates the relationship between DNA methylation and 3D chromatin structure in FGSCs.

## Supplementary Material

Supplementary figures. Click here for additional data file.

Supplementary table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
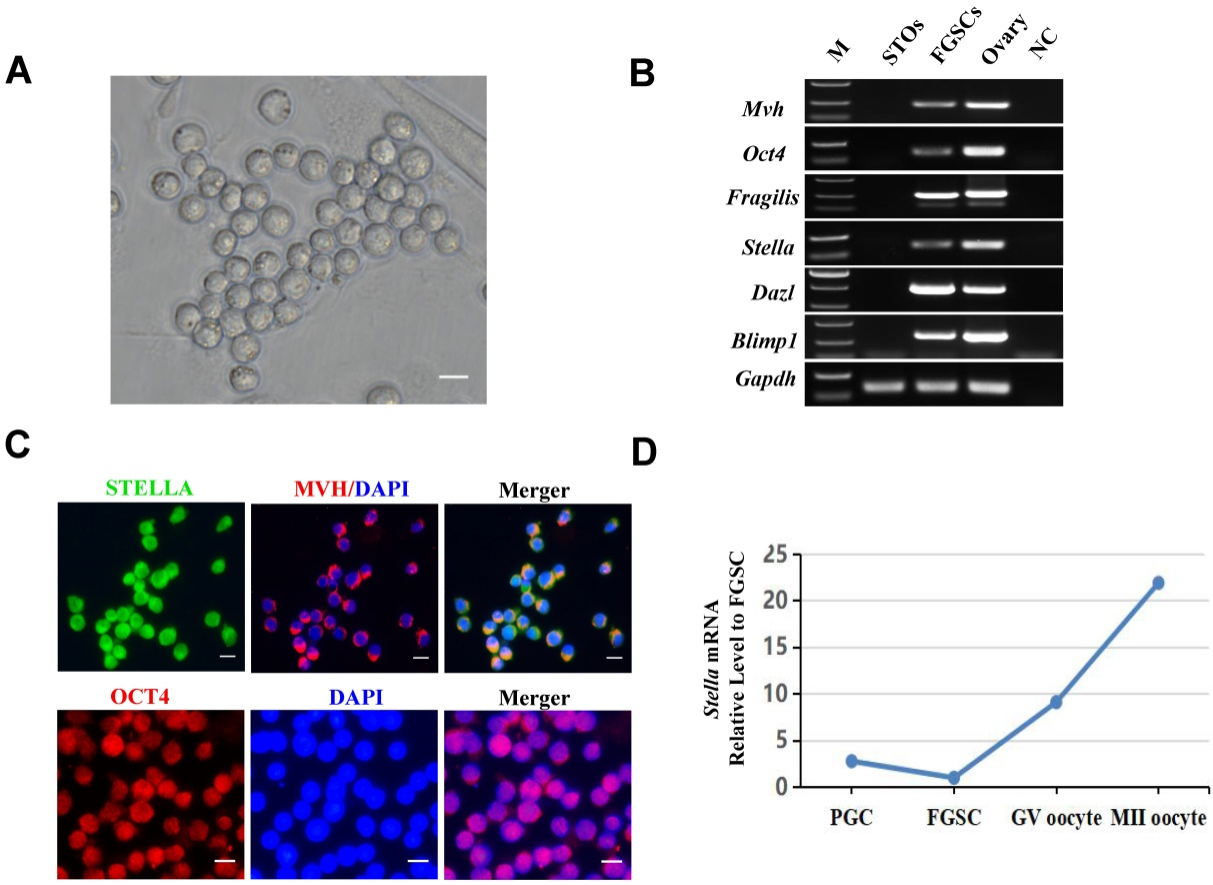
**Characterization of FGSCs.** (**A**) Brightfield image showing the morphology of FGSCs. (**B**) RT-PCR determination of *Mvh*,* Oct4*,* Fragilis*,* Stella*,* Dazl*, and* Blimp1* mRNA expression in FGSCs. *Gapdh* mRNA served as a control. M, DNA size markers. NC, negative control. (**C**) Immunofluorescence analysis of FGSCs with antibodies against MVH, STELLA, and OCT4. (**D**) The relative expression of *Stella* mRNA during FGSC development (Ma et al., 2019). Scale bar: 10 µm.

**Figure 2:**
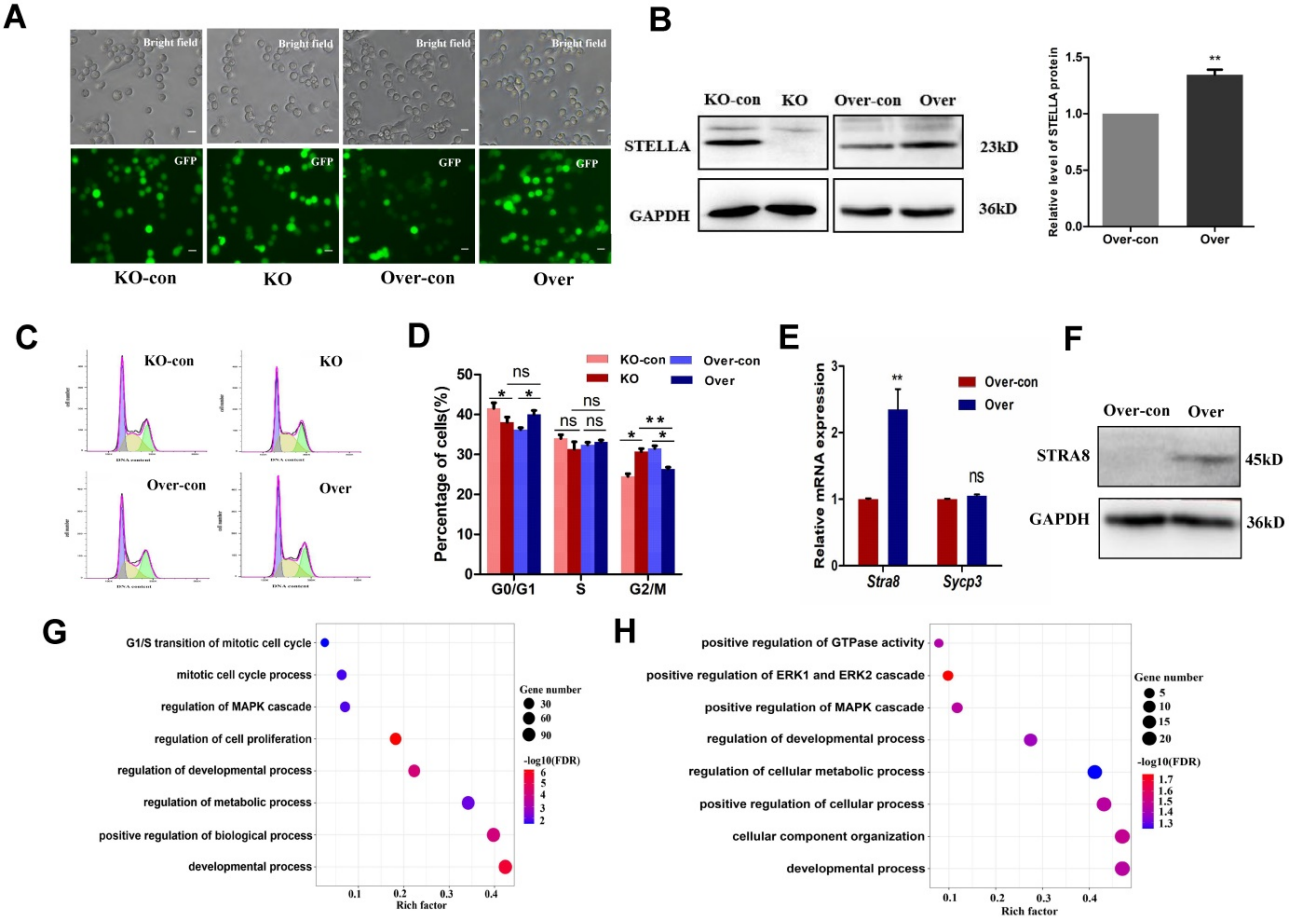
***Stella* affects self-renewal and differentiation of FGSCs.** (**A**) Fluorescence and bright field imaging of FGSCs infected with lentivirus. (**B**) A representative Western blot images (left) and quantitative analysis of overexpression group (right) is shown. (**C, D**) Cell cycle distribution profiles of FGSCs after *Stella* overexpression and knockout. (**E**) Relative mRNA expression of *Stra8* and* Sycp3* in FGSCs infected with the *Stella*-overexpressing lentivirus. (**F**) Relative protein expression of *Stra8* in FGSCs infected with the *Stella*-overexpressing lentivirus. (**G, H**) GO analysis of DEGs in *Stella*-knockout (**G**) and -overexpressing FGSCs (**H**) compared with the corresponding controls. KO-con, *Stella* knockout control. KO, *Stella* knockout. Over-con, *Stella*-overexpressing control. Over, *Stella* overexpression. Single asterisk represents p<0.05; while double asterisk indicates p<0.01. Scale bar: 10 µm.

**Figure 3:**
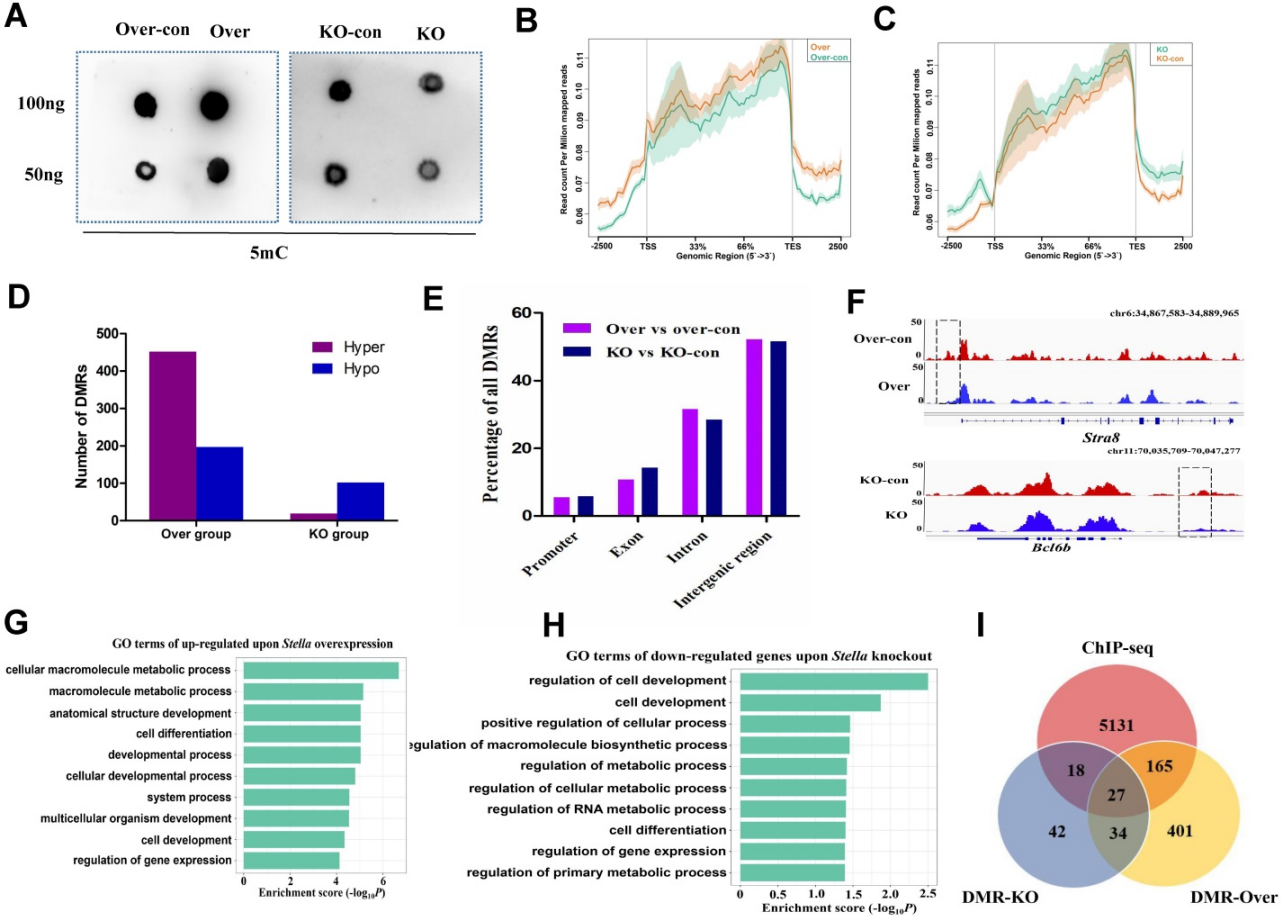
**Effect of *Stella* on genome-wide DNA methylation**. (**A**) Dot blotting of DNA methylation. (**B**,** C**) Methylation distribution of gene body and flanking regions in *Stella*-overexpressing (**B**) and -knockout FGSCs (**C**). (**D**) Histograms showing the numbers of DMRs between the Over group (over vs over-con), or KO group (KO vs KO-con). (**E**) Distribution of DMRs in different genomic features. (**F**) A snapshot of the IGV genome browser showing DNA methylation (5mC) signal at the *Stra8* locus (top track) and *Bcl6b* locus (bottom track). (**G, H**) GO enrichment analysis of upregulated DEGs upon *Stella* overexpression (**G**) and downregulated DEGs upon *Stella* knockdown (**H**). (**I**) Venn diagrams showing the number of STELLA ChIP-seq peaks overlapping with DMRs. KO-con, *Stella* knockout control. KO, *Stella* knockout. Over-con, *Stella*-overexpressing control. Over, *Stella* overexpression. DMR-KO, DMR genes number upon *Stella* knockout. DMR-Over, DMR genes number upon *Stella* overexpression.

**Figure 4:**
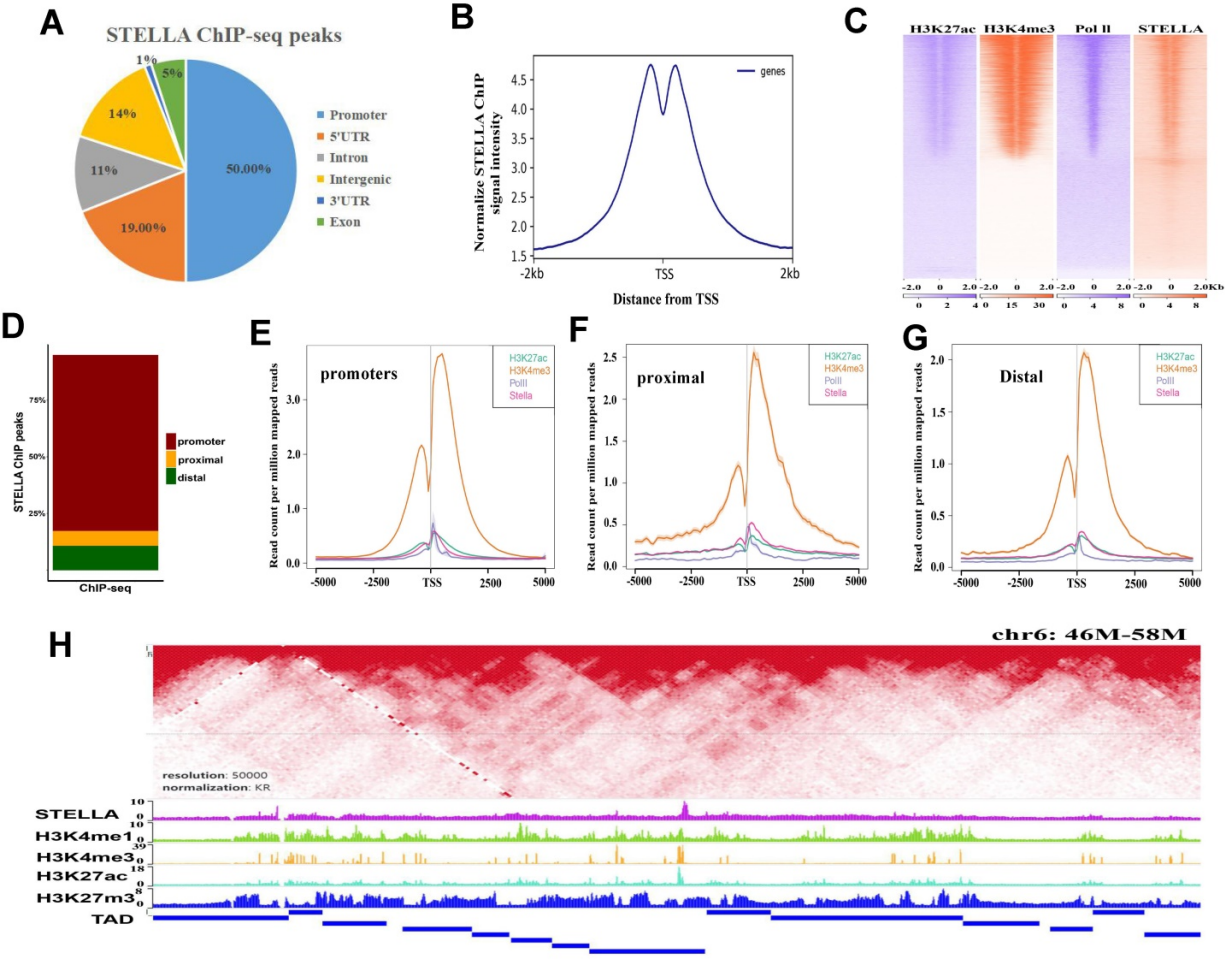
** STELLA and active histone modifications are enriched near TAD boundaries.** (**A**) Pie chart representing the distribution of STELLA ChIP-seq peaks relative to genes. (**B**) The distance from the TSS to the promoter targets for STELLA is plotted. (**C**) Heatmap of *Stella* and histone marks from previously published datasets H3K4me3, H3K27ac, and Pol II ChIP-seq (±2.5 kb from peak center). (**D**) Bar plot shows percent enrichment of STELLA ChIP-seq peaks at distal, promoter, and proximal regions. (**E-G**) Density plot of ChIP-seq signals of STELLA and histone marks centered at STELLA peak located in distal, proximal, and promoter regions. (**H**) Heatmap showing that STELLA and active histone modifications are enriched near TAD boundaries.

**Figure 5:**
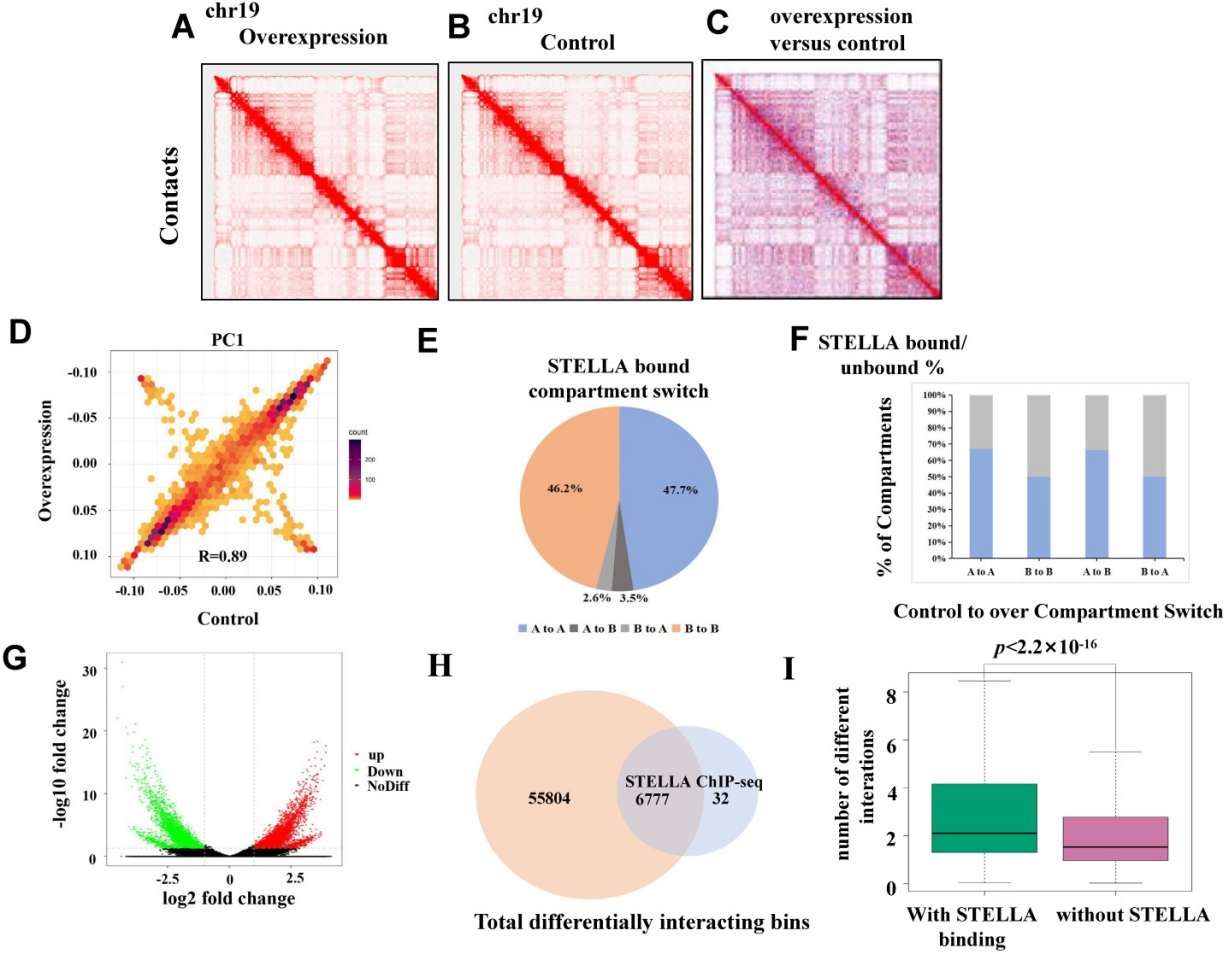
**Stella overexpression perturbs chromatin interactions.** (A) Genome-wide chromatin conformation Hi-C analysis was performed using two replicates of Stella-overexpressing and controls. Representative normalized Hi-C interaction heatmaps of chromosome 19 at 1 Mb resolution are shown in (A) Stella-overexpressing and (B) control cells. (C) Differential interaction heatmap for chromosome 19 (1 Mb), showing bins for upregulated (red) and downregulated (blue) interactions. (D) The correlation of cis-eigenvector 1 values between the Stella-overexpressing and control cells. Correlation coefficient (r)=0.89. (E) Pie chart showing the compartment-switching profiles of STELLA-bound regions. (F) Bar graph showing the percentage of the compartment-switching regions that are bound by STELLA. The colored portions of the graph denote the STELLA-bound percentage of each compartment-switching category. (G) Volcano plot representing differential interactions (DI) at 20 kb resolution. (H) Venn diagrams showing the number of STELLA ChIP-seq peaks overlapping with all differential interacting bins at 20-kb resolution. (I) Plot showing number of differential interactions calculated in 20-kb bins, based on the presence and absence of overlapping STELLA peaks at genome wide level.

**Figure 6:**
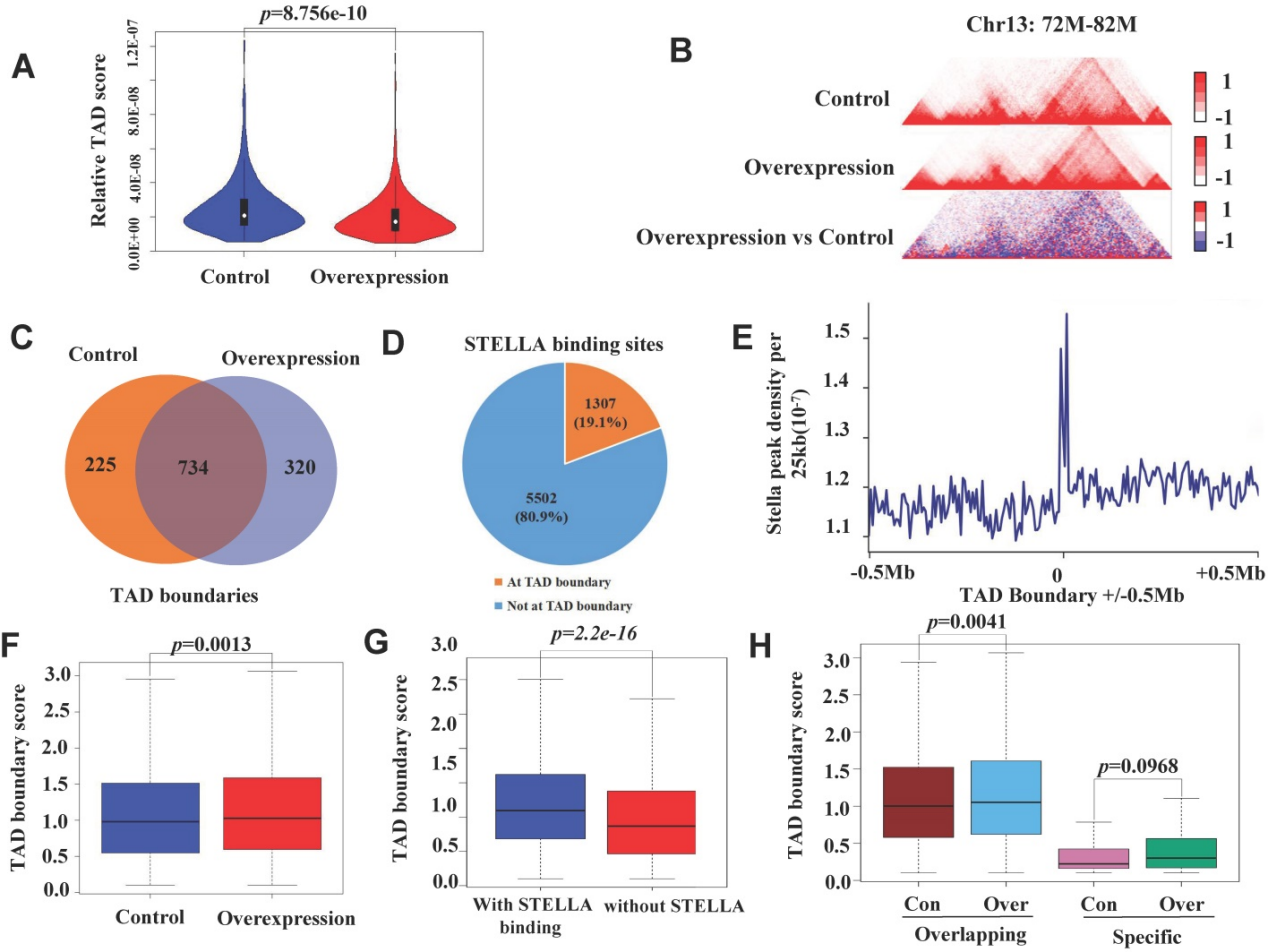
***Stella* overexpression enhances the TAD boundary strength in STELLA-associated regions.** (**A**) Genome-wide statistical analysis within TADs at 400 kb resolution. (**B**) A representative region showing contacts and TAD boundaries at 20 kb resolution. (**C**) Venn diagram showing the number of overlapping TAD boundaries between control and *Stella*-overexpressing cells. (**D**) Pie chart showing the percentage of STELLA localization at TAD boundaries. (**E**) The frequency plot of STELLA ChIP-seq peaks per 25 kb for ±0.5 Mb of each overexpression TAD boundary. (**F**) Box plot showing that the TAD boundary intensity score was higher after *Stella* overexpression. (**G**) STELLA binding is associated with higher TAD boundary scores. Box plot showing the TAD boundary scores for STELLA-bound and unbound TAD boundaries. (**H**) Box plot showing the TAD boundary score distribution for the overlapping and control and *Stella*-overexpressing cell-specific TAD boundaries.

How the deposited data were processed for this re-analysis (not part of the article)

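RNA-seq was performed on 12 libraries of mouse FGSCs in 4 groups of 3: a *Stella*-knockout line (KO) and its control (KO-con), and a *Stella*-overexpressing line (Over) and its control (Over-con). Groups and replicate numbers were taken from the sample titles. The paper speaks of 3 repeats and does not say whether these were separate cultures. The authors trimmed the reads, aligned them to mm9 with HISAT2 at default parameters and counted them on RefSeq transcripts, and the authors deposited the counts without normalization. The name of the deposited table says that featureCounts was used; the paper's text does not name the strand setting, the annotation release or the treatment of reads shared between transcripts. The other experiments of the paper (methylated DNA immunoprecipitation, ChIP-seq, Hi-C and imaging) were not analysed here.

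The table lists 41388 transcripts, 35297 of them protein-coding (NM) and 6091 noncoding (NR). Symbols for 41181 (99.5%) came from the RefSeq table of GRCm38.p6, and 20526 transcripts had 0 counts in all 12 libraries. Genes with 1 transcript numbered 16934 and genes with 2 or more 7875, and 96.4% of all counts fell on genes with 1 transcript. Transcripts were tested as listed, and counts summed per gene were an alternative chosen after seeing the names in the table and before any test. Library totals lay between 5611846 and 12866545 counts, with a median of 10221419. The smallest amount shown was set at 3 counts, and such floors cover counting error only. Within groups, the spread between libraries exceeded counting noise, with a chi-square per degree of freedom of 2.02 to 14.0 over 12 pairs. Spearman's rho between libraries lay between 0.908 and 0.920.

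Comparisons were KO against KO-con, Over against Over-con, KO-con against Over-con, and the difference between the knockout and overexpression effects with all 12 libraries in 1 fit. Each used edgeR 4.0.16 with TMM normalization, filterByExpr, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all transcripts tested (9457, 9401, 9321 and 9903). A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1, as the paper states for DESeq2. The biological coefficient of variation was 0.0819, 0.0735, 0.0787 and 0.0780. CPM were normalized within each comparison, and over all 12 libraries for clustering, *Stella* and the marker lists. A fold against a group at or under 3 counts was computed against that floor and is a lower bound. The text names the genes of the paper and its supplementary tables, the 3 DEGs per direction with the lowest adjusted p whose groups did not overlap, at most 3 DEGs per gene set and comparison, *Xist* and the Y-linked genes; the few others were named after their values were seen.

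Gene sets numbered 21 and were written before the counts were seen: Reactome sets from fgsea 1.28.0, S-phase and G2/M lists from Seurat 5.3.0 (human symbols in mouse capitalization), and lists written by hand for G1/S regulators, NF-kappa B, JAK-STAT, PI3K-AKT, germ cells, meiosis, self-renewal, imprinting, DNA methylation, fibroblasts and interferon responses. They stand in for the GO and KEGG terms of the paper, which were not used here. Shifts were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), and an excess of DEGs with a one-sided Fisher's exact test against all genes tested, each adjusted over 42 tests. Clustering used Euclidean distances on log2 CPM (prior count 2) of the 500 most variable transcripts and all 15400 partitions into 4 groups of 3.

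Alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors, upper-quartile factors or library totals in place of TMM, no filter or at least 10 counts in every library, all 12 libraries in 1 fit, the replicate number as a block, each library left out in turn, the other control group or all 6 control libraries, no fold change threshold, edgeR's glmTreat, and for the sets an inter-gene correlation estimated from the data or DEGs of 1 direction. For clustering they were all genes, 2000 genes, a prior count of 0.5, a Spearman distance and variance-stabilized counts. The difference between effects and the correlation of effects were also recomputed without each library, the correlation also over the DEGs of 1 comparison, and single genes and the RT-qPCR genes with the other control group. These alternatives were chosen after seeing the data.

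The steps were tested on simulated data. Of 200 transcripts given a change, edgeR recovered 185 (92.5%) with 2 false calls and DESeq2 177 (88.5%) with 0. The test of a difference between effects recovered 164 (82%) with 5 false calls, and 0 calls were made where no change was simulated. sgRNA and off-target sequences were located by exact search on both strands of mm9, and positions were taken from its NCBIM37 annotation. Other computations used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.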

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

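Of the tests in this part, those on the blood-lineage list were chosen only after the result was seen.

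The effects of knockout and overexpression differed for 188 of 9903 transcripts in a direct test of the difference with all 12 libraries, 109 with a larger value in Over and 79 with a larger value in KO. At an adjusted p under 0.05 alone there were 856. *Ccn3* differed by 2.83 on the log2 scale (standard error 0.14, adjusted p = 7.34e-11), *Cpa3* by -1.86 (adjusted p = 2.53e-10), and *Card9*, which fell in KO and rose in Over, by 1.56 (adjusted p = 9.76e-08). Leaving out each library in turn gave 145 to 262, and 7 other alternatives 136 to 224. Regrouping the libraries gave a result as large in 2 of the 16 arrangements that part the same-numbered pairs, the real one included. The 3 that kept the knockout grouping and changed that of the overexpression gave 106 to 202, and the 3 that kept the overexpression grouping and changed that of the knockout gave 4 to 8, so most of the count comes with the knockout grouping alone. No arrangement that changed the knockout grouping, same-numbered pairs parted or not, gave more than 8. With 16 arrangements the share cannot fall under 0.05. The 84 arrangements that leave some same-numbered pairs together gave at most 121. Thinning all libraries to 5611846 counts gave 170, which goes against a difference in library size as the source. Gene length and GC content went with the difference only weakly across transcripts (Spearman's rho of -0.0400 and 0.0987). Fibroblast markers, which would come from STO feeder cells, were shifted (camera p of 0.00521). Of 23 markers 17 had a lower log2 fold change in Over than in KO, so a difference in the share of feeder RNA may contribute. Of the 188, 169 do not follow those markers within groups (absolute correlation of at most 0.7). For these feeder RNA is neither shown as a source nor excluded, since deviations within groups leave out the difference between groups. A biological difference between loss and gain of *Stella* is therefore a hypothesis. It cannot be told apart from the difference between the control lines, which enters this test. Nor can it be told apart from a chance arrangement of the overexpression libraries or from feeder RNA.

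The control groups, which the paper does not compare with each other, differed by 201 transcripts of 197 genes, 78 higher and 123 lower in KO-con than in Over-con. This is more than the 161 of the knockout and the 16 of the overexpression. *Pim2* was at 183.8 ± 25.9 CPM in KO-con and 24.9 ± 2.57 in Over-con (SD, n = 3), a log2 fold change of 2.89 (adjusted p = 2.86e-13), *Rgs12* at 339.4 ± 17.6 against 66.3 ± 3.16 CPM (2.36, adjusted p = 3.62e-14), *Hey2* at 5.91 ± 1.48 against 33.1 ± 0.470 CPM (-2.46, adjusted p = 4.74e-10) and *Ccn3* at 233.1 ± 6.21 against 658.9 ± 96.0 CPM (-1.50, adjusted p = 2.45e-10). Of the 4 arrangements of the 6 libraries that part the same-numbered pairs, 1, the real one, gave as many and the others 0; the 6 that do not part them gave at most 1. So few arrangements cannot give a share under 0.05 whatever the counts, so they decide nothing on chance by themselves. Thinning to equal totals gave 182. Length and GC content had a Spearman's rho of -0.0217 and -0.0187. Fibroblast markers were lower in KO-con (camera p of 9.62e-10, 21 of 23 lower, median log2 fold change -0.37), so a different share of feeder RNA may contribute. Of the 201, 178 did not follow those markers within groups. For these feeder RNA is neither shown as a source nor excluded, since deviations within groups leave out the difference between groups. No biological explanation was tested, since *Stella* was altered in neither group. What separates the control groups (clone, vector, passage, handling or feeder RNA) is not given by the design.

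Marker genes of blood lineages, which the paper does not discuss, were counted in every group. The list was written after a first look at the most highly counted genes, so its test cannot show that the pattern is unusual. Of the 20 markers with a single transcript, 19 (95%) had a mean of at least 1 CPM, with a median of 197 CPM. The share was larger than in 100% of 10000 random lists of single-transcript genes. By the same measure it was 16 of 17 for fibroblast markers, 3 of 17 for germ cell markers, 4 of 9 for endothelial, 3 of 14 for epithelial and 4 of 9 for granulosa cell markers. *Dock2*, at 1895 CPM, *Plek*, at 1483 CPM, and *Lcp2*, at 1337 CPM, were the most highly counted, and were named after their values were seen. The summed CPM of the list was between 7914 and 9567, a ratio of 1.21 between the highest and lowest library, which goes against carry-over into some of the libraries. Single markers varied more or less between libraries than this sum. *Myo1f* was at 7.01 to 29.4 CPM and *Tyrobp* at 8.3 to 28.1, while *Fcer1g* stayed at 94.9 to 109.1. These 3 were named after their values were seen as well. RNA from cells of a blood lineage may be present in all 12 libraries at a similar summed level. Expression of these genes by the cultured line itself cannot be told apart from such RNA, since no library without the cells was sequenced. No biological explanation was tested.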

How the results depend on the processing

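The choices in this part were made before the data were examined, except for counts summed per gene, the other control group for single genes and for the RT-qPCR genes and, for the difference between effects and the correlation of effects, the fits without each library and the DEGs of 1 comparison alone, which were chosen after seeing the data. No test in this part was chosen after its result was seen. Of 1795 values for 119 gene and gene set results under the alternatives, 1627 kept their direction and side of the threshold, 78 became weaker, 14 stronger and 76 reversed. The cause was not tested for any of these.

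The knockout gave 161 DEGs and between 134 and 173 across the 6 fits that each left out a library. It gave 115 with DESeq2, 205 without a filter, 103 with at least 10 counts in every library, 35 with glmTreat, 1115 without a fold change threshold, 104 against all 6 controls and 217 against the other control group, of which 69 were shared with the 161. In that last comparison 35.0% of the DEGs were higher, against 48.4% with its own control. The remaining alternatives gave between 156 and 184 apart from the block. The overexpression gave 16 DEGs, and 8 to 73 across the 6 fits that left out a library, the 73 without the third Over-con library. It gave 34 without a filter, 1 with glmTreat, 155 without a fold change threshold, 5 against all 6 controls and 156 against the other control group, of which 6 were shared with the 16; of those 156, 71.8% were higher, against 56.2%. DESeq2, limma-voom, the other scalings, 12 libraries in 1 fit, at least 10 counts and summed counts gave 11 to 18. The control groups differed by 201 transcripts, by 48 with glmTreat and by 1516 without a fold change threshold, by 171 to 263 across the 6 fits that left out a library and by 136 to 239 otherwise. The difference between effects gave 145 to 262 across 12 such fits and 136 to 224 otherwise. The 14 of 42 shifted gene sets became 3 with an inter-gene correlation estimated from the data, 13 to 15 across the fits that left out a library and 10 to 15 otherwise. An excess of DEGs was found for 0 of 42 (3 at an unadjusted p under 0.05) and for 8 without a fold change threshold. The correlation of effects moved from -0.051 to -0.023 without a filter and to 0.0052 over the DEGs of either comparison. Over the DEGs of 1 comparison alone, chosen after seeing the data, it was -0.019 for the knockout and 0.50 for the overexpression; the 12 fits without a library gave -0.097 to -0.016. RT-qPCR genes past the threshold numbered 7 with the other control group, 4 of them in the opposite direction, 12 under the other alternatives and 8 to 12 across the fits that left out a library. The clustering of the 12 libraries and the lower bound for *Stella* kept their direction and side of the threshold under each of their alternatives that gave a value, with ratios of 0.408 to 0.799, bounds of 73.3 to 102.5 across the 6 fits that left out a library and bounds of 79.6 to 97.2 otherwise.

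With the replicate number as a block there were 154 DEGs in the knockout (153 shared with the 161), 8 in the overexpression, 205 between the controls, 175 for the difference and 14 shifted sets, and the median of PI3K-AKT genes in the overexpression was 0.0021. Libraries of the same number deviated from their group means almost independently, with mean correlations of -0.0673, -0.0640 and 0.0149 in the 3 comparisons. Why the numbers changed with the block was not tested.

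A direction reversed for 26 gene results, in fits that left out a library or with the other control group. In the fits that left out a library no reversed value had an adjusted p below 0.51. *Meikin* in the knockout (-0.041) ranged from -0.135 to 0.027, *Stat5b* in the knockout (0.18) from -0.32 to 0.45, *Sycp3* in the knockout (-0.09) from -0.71 to 0.18, *Sycp3* in the overexpression (-0.25) from -0.43 to 0.0091, *Cbx1* in the overexpression (-0.11) from -0.41 to 0.45, *Tet2* in the overexpression (0.32) from -0.025 to 0.96 and *Usp7* in the overexpression (0.076) from -0.0074 to 0.135. Each range is over 6 fits. With the other control group, chosen after seeing the data, 11 reversed values had an adjusted p under 0.05. These were *Foxn3* (0.35), *Hhip* (1.21) and *Sema7a* (-0.52) in the knockout and *Ccn3* (0.43), *Foxn3* (-0.355), *Foxo1* (-0.45), *Hhip* (-1.24), *Ky* (1.04), *Perp* (-0.21), *Sema7a* (0.48) and *Tet3* (-0.48) in the overexpression. The others were *Foxo1* (0.27), *St8sia4* (0.075), *Stat5b* (-0.12), *Tet3* (0.28) and *Tox* (0.15) in the knockout and *Cbx1* (0.083), *Ifitm3* (0.056), *Meikin* (0.20), *Prdm9* (0.0052), *Tox* (-0.025) and *Usp7* (-0.081) in the overexpression.

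Medians of 15 gene set results reversed. Among these 15, a reversed median had an adjusted p under 0.05 for the fibroblast markers, with the other control, to -0.44 in the knockout (adjusted p = 3.32e-05) from 0.11 and to 0.17 in the overexpression (adjusted p = 0.00264) from -0.19. Over all alternatives their adjusted p ranged from 3.32e-05 to 0.996 and from 1.13e-08 to 0.112. Further medians, outside these totals, crossed 0 over the alternatives. In the knockout they ranged from -0.18 to 0.0097 (extracellular matrix), -0.076 to 0.0375 (Reactome meiosis) and -0.0019 to 0.082 (imprinted genes). In the overexpression they ranged from -0.052 to 0.034 (Reactome PI3K/AKT), -0.037 to 0.021 (Reactome NF-kappa B) and -0.076 to 0.091 (Reactome interferon). Germ cell markers in the overexpression, which are not in these totals, had a median of -0.31 over 3 genes, 0.056 with the other control (adjusted p = 2.57e-06) and 0.45 over 15 genes without a filter (adjusted p = 6.64e-05), and their adjusted p ranged from 7.42e-16 to 0.0297. *Stella* itself was among these genes, so these adjusted p in part reflect the overexpressed gene. Leaving out a library, G1/S regulators in the knockout (0.048) ranged from -0.019 to 0.14, NF-kappa B genes in the knockout (-0.060) from -0.14 to 0.0069, PI3K-AKT genes in the knockout (0.0060) from -0.042 to -0.0048 and the Reactome PI3K/AKT set in the knockout (0.032) from -0.036 to 0.031. PI3K-AKT genes in the overexpression (-0.014) ranged from -0.024 to 0.017 and self-renewal genes in the knockout (-0.091) from -0.23 to 0.39. The PI3K-AKT median was -0.0022 with DESeq2's size factors, -0.025 with 12 libraries in 1 fit, -0.039 with the other control and -0.019 with counts summed per gene. The Reactome PI3K/AKT median was -0.0090 without a filter, -0.0012 with 12 libraries in 1 fit and -0.022 with the other control. With the other control, developmental biology changed to -0.0023 in the knockout and to 0.018 in the overexpression, and G1/S regulators in the overexpression to -0.029. In the overexpression the other control also changed NF-kappa B genes to 0.011, extracellular matrix genes to 0.038, PI3K-AKT genes to 0.0059 and self-renewal genes to -0.36. PI3K-AKT genes changed there to 0.0045 with library totals and 0.050 without a filter, and self-renewal genes to -0.28 without a filter and -0.081 with 12 libraries in 1 fit. In the knockout self-renewal genes changed to 0.17 with 12 libraries in 1 fit and 0.41 with the other control, and meiosis genes to 0.13 without a filter. S-phase and G2/M genes were higher in both comparisons under every alternative run, while their adjusted p ranged from 1.33e-05 to 0.433 (S-phase) and 2.64e-05 to 0.289 (G2/M) in the knockout and from 1.47e-09 to 0.0587 and 2.17e-10 to 0.0297 in the overexpression.

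Some alternatives gave no value. With 0 counts, *Stella* could not be fitted in the knockout, and at least 10 counts in every library removes it from the overexpression. Depth limits results for genes near the floor of 3 counts. Results for genes with several transcripts are limited by the few reads counted on them. Among genes with protein-coding transcripts, those with 1 transcript held 94.1% of the counts and those with 2 or more 3.45%. Both classes were counted in the same libraries, which argues against depth as the cause. No other cause was tested.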

Differences from the paper's values

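No test in this part was chosen after its result was seen. The only value compared, the change of *Sycp3* in Over (Fig. 2E), did not differ from the paper's by more than the error.

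The following results disagree with a gene or direction that the paper states. Exceptions are those where counts are said to be too low for a comparison, or the measures or gene sets to be unlike. The paper reports *Stella*, *Mvh*, *Oct4* and *Dazl* transcripts in FGSCs by RT-PCR (Fig. 1B) and STELLA protein in both control lines (Fig. 2B). In the RNA-seq counts *Stella* had 0 counts in KO-con and Over-con. Over all 12 libraries *Ddx4* (*Mvh*) had 0 counts, *Pou5f1* (*Oct4*) 1 and *Dazl* 1. Each of these 3 has 2 transcripts, and genes with 2 or more transcripts were seldom counted (21.8% at 1 CPM or more, against 50.6% of those with 1), so these counts are too low for a comparison. *Ifitm3* (*Fragilis*) had 14674 counts and *Prdm1* (*Blimp1*) 104.

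The paper reports higher *Stra8* mRNA upon overexpression (Fig. 2E) and higher *Bcl6b* mRNA upon knockout (Fig. S3D). Over all 12 libraries *Stra8* had 1 count and *Bcl6b* 2. *Akt1* (*Akt*), also in Fig. S3D, had 8 counts. These counts are too low for a change to be detectable, and so cannot be compared with the paper's directions. *Akt1* has 3 listed transcripts, and genes with 2 or more were seldom counted.

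The paper reports that *Stella* overexpression lowered proliferation in CCK-8 and EdU assays (Fig. S3A-C). It also reports a lower proportion of cells in G2/M phase by flow cytometry (Fig. 2C-D). In the counts the G2/M genes were higher in Over, 30 of 31 with a median log2 fold change of 0.24, and so were the S-phase genes, 21 of 23 with a median of 0.19. With an inter-gene correlation estimated from the data, the adjusted p of the S-phase genes was 0.0587 (camera). The measures are unlike, since mRNA of listed genes is set against cell assays and DNA content.

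The paper relates the knockout DEGs to the G1/S transition, proliferation, development and the NF-kappa B, JAK-STAT and PI3K-AKT pathways (Figs. 2G and S4E-F), and the overexpression DEGs to development (Figs. 2H and 3G). None of the sets used here in place of those terms held an excess of DEGs at an adjusted p of 0.05 with the fold change threshold. In the knockout the expected DEGs were 0.354 for G1/S regulators, 0.549 for NF-kappa B, 0.372 for PI3K-AKT and 3.24 for developmental genes. In the overexpression they were 0.3235 for developmental genes. So few expected DEGs leave little room for a test, and the sets are unlike the paper's terms. The lack of an excess therefore does not decide on those terms. With DEGs called by the adjusted p alone, an alternative set before the data were examined, NF-kappa B genes (10 of 31, adjusted p = 0.0186), S-phase genes (12 of 23, adjusted p = 8.22e-05), mitotic cell cycle genes (48 of 265, adjusted p = 0.0186) and extracellular matrix genes (27 of 121, adjusted p = 0.0105) held an excess in the knockout, and NF-kappa B (5 of 31, adjusted p = 0.00222), extracellular matrix (12 of 126, adjusted p = 5.91e-05), fibroblast (3 of 23, adjusted p = 0.0350) and germ cell genes (2 of 3, adjusted p = 0.00896) in the overexpression. The developmental set then had 8 DEGs of 183 in the overexpression (adjusted p = 0.0597). Of the 2 germ cell DEGs, 1 was *Stella*, which was overexpressed by design, so that excess is no independent result. The other, *Ifitm3*, was lower in Over (log2 fold change -0.31). No setting run gave an excess at an adjusted p of 0.05 for the developmental, JAK-STAT, PI3K-AKT or G1/S sets.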

Other observations

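Of the tests in this part, those of the difference between the control lines, of the few most highly counted genes and of the germ cell markers were chosen only after the result was seen.

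Technical sources were weighed for the DEGs of each line against its control. Of the 4 arrangements of the 6 libraries that part the same-numbered pairs, 1, the real one, gave as many DEGs, in the knockout (the others gave 0) and in the overexpression (the others gave at most 9, against 16). The 6 other arrangements gave 0 in both. So few arrangements cannot give a share under 0.05 whatever the counts. Thinning to equal totals left 144 DEGs in the knockout and 13 in the overexpression. The share of counts taken by the 10 most highly counted transcripts differed by at most 0.753 percentage points between the libraries of the knockout comparison and 0.828 between those of the overexpression. Spearman's rho of the fold change across transcripts was 0.0428 with length and -0.112 with GC content in the knockout, and -0.0205 and 0.0301 in the overexpression, with a value for 98.2% of the transcripts.

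Fibroblast markers stand for RNA of the STO feeder cells. In the knockout they did not shift (camera p of 0.711, 15 of 23 higher), although against the other control group their median was -0.44, and 151 of the 161 DEGs did not follow them. In the overexpression 20 of 23 were lower (camera p of 3.6e-08, median log2 fold change -0.19), and 16 of the 16 DEGs did not follow them. Against the other control group the median was 0.17 in the overexpression, so the shift cannot be told apart from a property of the Over-con libraries. Feeder RNA may therefore lower the extracellular matrix set in Over. The DEGs themselves do not follow the markers within groups, which does not exclude a difference in feeder RNA between the groups.

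Interferon-stimulated genes were lower in both altered lines, 14 of 18 in the knockout (camera p of 0.000405, median log2 fold change -0.25) and 15 of 18 in the overexpression (camera p of 0.00047, median -0.18). They were lower under each alternative run, between -0.36 and -0.14 in the knockout and between -0.25 and -0.02 in the overexpression. In the knockout *Cxcl10* fell by 1.87 (adjusted p = 8.35e-06) and *Rsad2* by 2.03 (adjusted p = 0.000137) on the log2 scale, while in the overexpression they changed by 0.08 (adjusted p = 0.908) and 0.08 (adjusted p = 0.928). Against Over-con, a choice made after seeing the data, *Cxcl10* fell by 0.23 in the knockout and *Rsad2* by 2.06. Over the alternatives the adjusted p of the set ranged from 6.42e-05 to 0.268 in the knockout and from 0.000116 to 0.312 in the overexpression, where it was 0.259 against KO-con. The 8 genes of the Reactome interferon alpha/beta set did not pass in camera. Their median was -0.13 in the knockout (adjusted p = 0.236) and -0.07 in the overexpression (adjusted p = 0.4465). Without a filter the latter was 0.09. The direction of the interferon-stimulated set, though not of *Cxcl10* and *Rsad2*, was shared by lines in which *Stella* was targeted in opposite ways. In the counts only the gain is seen, since *Stella* had 0 counts in KO and KO-con. A different response to lentiviral infection in controls and altered lines may underlie the shared direction. An effect of *Stella* cannot be told apart from that.

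The choice of control group mattered. Of the 161 knockout DEGs, 69 were DEGs in the same direction against Over-con, and 133 of the 150 tested there had the same sign. Of the 161, 37 were DEGs in the opposite direction between KO-con and Over-con, as a value peculiar to KO-con would give, and 13 in the same direction. These comparisons share the KO-con libraries, so noise in those libraries would also favor opposite directions. Likewise the comparisons of KO with either control share the KO libraries, which favors the same sign. No value without a difference was computed. Of the 16 overexpression DEGs, 4 were DEGs in the same direction against KO-con and 2 in the opposite direction. Of the 14 tested there, 8 had the same sign. Between KO-con and Over-con, 8 were DEGs in the same direction and 13 of the 14 tested had the same sign. A value peculiar to Over-con would give this, and noise in the shared Over-con libraries would also favor it. A difference between the control lines may account for part of the DEGs, though these counts alone do not show that it does. It does not produce the 69 and the 4 that were DEGs in the same direction against either control. Against the other control 150 of the 161 and 14 of the 16 could be tested. The other DEGs were untested there or were not DEGs in the same direction, so a difference between the control lines stays open for them.

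Most germ cell markers were at or near 0 in all 12 libraries. *Ifitm3*, at 76.3 to 162.8 CPM, was not, and *Stella* was counted in Over. Of the 17 with a single transcript, 3 (*Stella*, *Ifitm3* and *Gdf9*) had a mean of at least 1 CPM, fewer than among other single-transcript genes (one-sided Fisher's exact test, p = 0.00549). *Gdf9* was named after its values were seen. Loss of reads shared between transcripts would not lower single-transcript genes, so the test goes against that loss as the only source of the low counts. Of 15 single-transcript meiosis genes 4 had at least 1 CPM, and of 9 self-renewal genes 3. *Etv5*, with 88 counts over all 12 libraries, fell below the filter. It had 39 counts in KO against 14 in KO-con (1.25 ± 0.566 against 0.477 ± 0.0577 CPM, without overlap, where chance gives 10%) and 18 in Over against 17 in Over-con. Without a filter, an alternative set before the data were examined, its log2 fold change was 1.36 in the knockout (adjusted p = 0.121) and -0.28 in the overexpression (adjusted p = 0.896). No biological explanation was tested.

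Y-linked genes had 0 counts in all libraries, and *Xist* at most 1.36 CPM. *Xist* has 2 listed transcripts, and genes with 2 or more were seldom counted, so its low counts do not show that it was silent. Of other genes that the paper names, *Ifitm3* fell by 0.31 on the log2 scale in the overexpression (adjusted p = 0.0396). Its groups did not overlap there. In the knockout it fell by 0.33 (adjusted p = 0.110), and in Over against KO-con it changed by 0.06. The genes that follow did not pass against their own controls. *Foxo1* and *Tet3* changed direction in both comparisons against the other control group, a choice made after seeing the data. *Foxo1* had log2 fold changes of -0.26 in the knockout (adjusted p = 0.0697) and 0.09 in the overexpression (adjusted p = 0.752). *Usp7* had -0.17 (adjusted p = 0.134) and 0.08, *Tet3* -0.27 (adjusted p = 0.353) and 0.08, and *Zfp57* 0.09 and 0.33 (adjusted p = 0.347). *Tet2* had 0.44 (adjusted p = 0.546) and 0.32 (adjusted p = 0.825). *H19* had 0 counts. *Plzf*, listed as *Zbtb16*, had 8. Both have 2 listed transcripts, so these counts do not show that they were silent.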
